# Arginase impairs hypoxic pulmonary vasoconstriction in murine endotoxemia

**DOI:** 10.1186/s12931-019-1062-6

**Published:** 2019-06-03

**Authors:** Bodil Petersen, Cornelius J. Busch, Grigorij Schleifer, Dominik Schaack, Felix Lasitschka, Kenneth D. Bloch, Donald B. Bloch, Fumito Ichinose

**Keywords:** Hypoxic pulmonary vasoconstriction, Endotoxemia, Arginase, Nitric oxide synthase

## Abstract

**Background:**

Hypoxic pulmonary vasoconstriction (HPV) optimizes the match between ventilation and perfusion in the lung by reducing blood flow to poorly ventilated regions. Sepsis and endotoxemia impair HPV. We previously showed that nitric oxide synthase 2 (NOS2) is required, but not sufficient, for the effect of endotoxin on HPV. The aim of the current study was to identify additional factors that might contribute to the impairment of HPV during endotoxemia.

**Methods:**

Gene expression profiling was determined using pulmonary tissues from *NOS2-*deficient (*NOS2*^*−/−*^) and wild-type mice subjected to endotoxin or saline challenge (control). HPV was accessed as the percentage increase in left pulmonary vascular resistance (LPVR) in response to left main bronchus occlusion (LMBO) in wild-type mice.

**Results:**

Among the 22,690 genes analyzed, endotoxin induced a greater than three-fold increase in 59 and 154 genes in the lungs of wild-type and *NOS2*^*−/−*^ mice, respectively. Of all the genes induced by endotoxin in wild-type mice, arginase 1 (*Arg1*) showed the greatest increase (16.3-fold compared to saline treated wild-type mice). In contrast, endotoxin did not increase expression of *Arg1* in NOS2^−/−^ mice. There was no difference in the endotoxin-induced expression of *Arg2* between wild-type and NOS2-deficient mice. We investigated the role of arginase in HPV by treating the mice with normal saline or the arginase inhibitor N^ω^-hydroxy-nor-L-arginine (norNOHA). In control mice (in the absence of endotoxin) treated with normal saline, HPV was intact as determined by profound LMBO-induced increase in LPVR (121 ± 22% from baseline). During endotoxemia and treatment with normal saline, HPV was impaired compared to normal saline treated control mice (33 ± 9% vs. 121 ± 22%, *P* < 0.05). HPV was restored in endotoxin-exposed mice after treatment with the arginase inhibitor norNOHA as shown by the comparison to endotoxemic mice treated with normal saline (113 ± 29% vs, 33 ± 9%, *P* < 0.05) and to control mice treated with normal saline (113 ± 29% vs, 121 ± 22%, *P* = 0.97).

**Conclusions:**

The results of this study suggest that endotoxemia induces *Arg1* and that arginase contributes to the endotoxin-induced impairment of HPV in mice.

**Electronic supplementary material:**

The online version of this article (10.1186/s12931-019-1062-6) contains supplementary material, which is available to authorized users.

## Background

Hypoxic pulmonary vasoconstriction (HPV) diverts blood flow away from poorly- to better-ventilated regions of the lung, thereby optimizing gas exchange. The sensor and effector mechanisms responsible for HPV are intrinsic to pulmonary arterial smooth muscle cells [1]. Although it has been shown that HPV is modulated by a number of vasoactive mediators including nitric oxide (NO) and arachidonic acid metabolites, the precise mechanisms that mediate HPV remain incompletely understood [1–5].

HPV is impaired in patients with sepsis and in animal models of endotoxemia [2–7]. Impaired HPV (i.e., reduced pulmonary vasoconstrictor response in hypoxic lung regions) contributes to systemic hypoxemia during sepsis or endotoxemia. NO is produced by NO synthases (NOS1, NOS2, and NOS3). While NOS3 is constitutively expressed in vascular endothelial cells and importantly regulates pulmonary vascular tone, NOS2 is induced by inflammatory stimuli such as endotoxin. In a previous study, we showed that endotoxin impairs HPV in wild-type mice but not in mice with congenital *NOS2* deficiency (*NOS2*^*−/−*^) leading to lower arterial oxygen tensions in wild-type mice than in *NOS2*^*−/−*^ mice after endotoxin challenge. In saline-treated wild-type and *NOS2*^*−/−*^ mice, the inhalation of 40 ppm NO for 22 h did not affect HPV, suggesting that a high level of NO, by itself, is not sufficient to impair HPV. When endotoxemic wild-type and *NOS2*^*−/−*^ mice inhaled 40 ppm NO for 22 h, HPV was impaired to the same degree in both genotypes [2]. The results of these studies show that NO and at least one additional endotoxin-induced factor are required for endotoxin to impair HPV.

In the current study, we hypothesized that one or more gene(s) are differentially expressed in the lungs of wild-type and *NOS2*^−/−^ mice after endotoxin challenge. We used an unbiased transcriptional array approach to identify genes that may have increased or decreased expression after endotoxin exposure in wild-type mice, but not *NOS2*^−/−^ mice. Here, we report that expression of *arginase 1 (Arg1*) was markedly increased in the lungs of wild-type mice after endotoxin challenge. Endotoxin marginally decreased the expression of *Arg1* in *NOS2*^−/−^ mice. The arginase inhibitor N^ω^-hydroxy-nor-L-arginine restored HPV in wild-type mice. These observations identify a critical role for arginase in endotoxin-induced impairment of HPV.

## Materials and methods

### Animals and experimental setting

Male *NOS2*^*−/−*^ mice and their wild-type controls (C57BL/6 J) were purchased from The Jackson Laboratory (Bar Harbor, Maine). The body weight ranged between 21 and 27 g. Mice were challenged with intravenous administration of either normal saline (0.1 ml/10 g body weight) or lipopolysaccharide (LPS, *Escherichia coli* O111:B4, Sigma, St Louis, MO; 20 mg/kg, dissolved in normal saline 0.1 ml/10 g body weight).

### Microarray analysis

For microarray analysis, lungs were harvested from wild-type mice 22 h after challenge with either saline (*N* = 4) or LPS (*N* = 3) or from *NOS2*^*−/−*^ mice 22 h after saline (*N* = 1) or LPS (*N* = 3) challenge. RNA, cDNA, and labeled cRNA were generated as previously described [8]. Fragmented cRNA was hybridized to Affymetrix mouse genome MOE430A Array containing 22,690 gene entries with the GeneChip Fluidics Station 450 and scanned with the GeneChip® Scanner 3000. Affymetrix GeneChip 5.0 software was used for data analysis according to Affymetrix protocols. Microarray data processing was performed in the R environment. Bioconductor package “affy” was used for data input, background correction, normalization and calculation of expression values. Data sets were annotated with official gene symbols originating from package “moe430a.db” using “annotate”. Resulting gene sets were annotated using in-house scripts and technical information from Affymetrix.

### Measurement of gene expression

To confirm the increase in pulmonary *Arg1* expression found in the microarray analysis of endotoxemic wild-type mice, but not *NOS2*^*−/−*^ mice, additional wild-type and *NOS2*^*−/−*^ mice received either normal saline or LPS (*N* = 6 for each of the four groups). Twenty-two hours later, total RNA was isolated from homogenized lungs using Trizol (Invitrogen Life Technologies, Carlsbad, CA, USA). cDNA was generated with MMLV reverse transcriptase (Promega, Madison, WI, USA) and random primers (Promega, Madison, WI, USA). Real-time qPCR was performed using the ABI Prism 7000 Sequence Detection System (Applied Biosystems, Foster City, CA, USA) using FAM MGB primers for *Arg1* and *arginase 2 (Arg2*, Applied Biosystems, Foster City, CA, USA). 18S ribosomal RNA was detected using 18S VIC MGB primers (Applied Biosystems, Foster City, CA, USA) and Taqman Universal PCR Master Mix (Applied Biosystems, Foster City, CA, USA). Changes in *Arg1* and *Arg2* mRNA expression were determined using the ∆∆Ct method with normalization to 18S ribosomal RNA.

### Measurement of Arg1 protein expression

Immunoblots were performed to assess levels of Arg1 and GAPDH. Lungs from wild-type and *NOS2*^*−/−*^ mice with and without 22 h of endotoxemia were harvested, homogenized at 4 °C in PBS with 5 mM EGTA and protease inhibitor mix (Roche Diagnostics GmbH, Germany), and centrifuged at 10,000 g at 4 °C for 10 min. Protein in the supernatant protein was subjected to electrophoresis, transferred to a PVDF membrane, and probed with anti-Arg1 antiserum (1500, Lifespan Biosciences, Seattle, WA, USA) and anti-GAPDH antiserum (1:10,000, MerckMillipore, Darmstadt, Germany). Proteins were visualized using a LICOR infrared imager (Odyssey CLx) and quantitative densitometric analysis was performed (Odyssey Image Studio v3.1). The amount of arginase relative to GAPDH was determined.

### Immunoenzyme staining

To localize *Arg1* expression, lungs of wild-type mice were fixed in paraformaldehyde 22 h after challenge with saline (*N* = 5) or endotoxin (*N* = 5). Immunoenzyme stainings were performed on 2 μm paraffin-embedded sections using standard avidin-biotin anti-alkaline phosphatase technique (Vector Laboratories, Burlingame, CA) according to the manufacturer’s instructions. Tris-buffered saline supplemented with 0.2% bovine serum albumin (Biotrend, Cologne, Germany) was used as buffer. Primary antibody dilutions of rabbit polyclonal antibody, 1/50 (H-52, Santa Cruz, Dallas, Texas) and an isotype- and concentration-matched rabbit control Ig (Dianova, Hamburg, Germany) were prepared in this buffer and incubated for 1 h at room temperature. A biotinylated donkey anti-rabbit IgG Ab, 1/100 (Jackson ImmunoResearch, Newmarket, UK), was used as a secondary reagent (30 min at room temperature). Naphthol AS-biphosphate (Sigma) with New-fuchsin (Merck, Darmstadt, Germany) was used as the substrate for alkaline phosphatase. Slides were counterstained with hematoxylin (Sigma).

### Measurement of hypoxic pulmonary vasoconstriction in mice

To investigate the effect of arginase on HPV, mice were initially challenged with either LPS or normal saline (control). Twenty-one hours later, mice were treated with an intravenous bolus of the arginase inhibitor N^ω^-hydroxy-nor-L-arginine (norNOHA, Cayman Chemical, Ann Arbor, Michigan; 20 mg/kg or 40 mg/kg) or normal saline. One hour later, HPV was measured as described previously [3–5, 7]. Mice were anesthetized and mechanically ventilated with a respiratory frequency of 100–110 breaths per minute, a tidal volume of 10 ml/kg body weight, the peak inspiratory pressure of approximately 10 cm H_2_O, positive end-expiratory pressure 2 cm H_2_O, and at an inspired oxygen fraction of 1.0. An arterial line was placed in the left carotid artery, and a left-sided thoracotomy was performed. A custom-made polyethylene catheter was positioned in the main pulmonary artery, and a flow probe was placed around the left pulmonary artery. Heart rate, systemic arterial pressure (SAP), pulmonary arterial pressure (PAP), and left pulmonary arterial blood flow (QLPA) were continuously measured and recorded (DI 720; Dataq Instruments, Akron, OH). Left lung alveolar hypoxia and collapse was induced by left mainstem bronchus occlusion (LMBO). A 50% transient occlusion of the inferior vena cava was repeated three times before and during LMBO to estimate left pulmonary vascular resistance (LPVR). LPVR was calculated from the slope of the PAP/QPLA relationship. The LMBO-induced increase in LPVR was expressed as the percentage increase of LPVR during LMBO from the baseline.

### Measurement of arterial blood gases

After hemodynamic measurements were obtained, blood was sampled from the left carotid artery, anticoagulated with heparin, and blood gas analyses were performed using a Rapid Lab 840 (Chiron Diagnostics, Medfield, MA).

## Statistical analysis

Data are expressed as mean ± SD. *P* values less than 0.05 were considered statistically significant. Statistical analyses were performed using Sigma Stat 3.0 (Systat Software Inc., Richmond, CA). Normality distribution of data was checked using the Kolmogorov-Smirnov test with Lillefors correction. For the comparison between the groups, data were analyzed using ANOVA with a post-hoc Tukey test for normally distributed data or using Kruskal Wallis ANOVA on ranks with a post-hoc Turkey test for not normally distributed data. Hemodynamic changes before (baseline) and during LMBO were compared with a paired t-test.

For the microarray data, the differential expression gene set annotation was performed as follows. The data analysis from wild-type and *NOS2*^*−/−*^ mice after challenge with either saline or LPS was conducted with “limma” (Linear Models for Microarray and RNA-Seq, https://bioconductor.org) [9]. Empirical Bayes statistics for differential expression was calculated for both genotypes and conditions. To allow comparison of data sets moderated F-statistics were applied. Differentially up-regulated genes were selected that showed linear expression values of at least 3-fold after 22 h after LPS challenge in comparison to saline challenge. Gene candidates were considered as down-regulated if the respective expression values were decreased to 0.3-fold or less. Probability values were adjusted for multiple testing using the Benjamini–Hochberg procedure. Genes that were either up-regulated (≥ 3.0) or down-regulated (≤ 0.3) after treatment with LPS compared to saline were identified in *NOS2*^*−/−*^ and wild-type mice. Then genes with endotoxin-induced increased expression (≥ 3.0) or decreased expression (≤ 0.3) were compared in wild-type and *NOS2*^*−/−*^ mice. The Supplemental files summarize the results as follows: Additional file 1. Genes with increased expression in endotoxemic wild-type, but not in endotoxemic *NOS2*^*−/−*^ mice; Additional file 2. Genes with decreased expression in endotoxemic wild-type, but not endotoxemic *NOS2*^*−/−*^ mice; Additional file 3. Genes with increased expression in endotoxemic *NOS2*^*−/−*^, but not endotoxemic wild-type mice; Additional file 4. Genes with a decreased expression endotoxemic *NOS2*^*−/−*^, but not endotoxemic wild-type mice.

## Results

### Endotoxin challenge increases *Arg1* levels in the lungs; dependence on NOS2

Endotoxin impairs HPV in wild-type mice, but not in *NOS2*^*−/−*^ mice [2]. We hypothesized that differences in endotoxin-induced gene expression between wild-type mice and *NOS2*^*−/−*^ mice might explain the different response to endotoxin in the two genotypes. Therefore, we compared the transcriptional profile of lungs from wild-type and *NOS2*^*−/−*^ mice 22 h after endotoxin challenge using RNA microarrays and analyzed the data for up- and down-regulated gene expression. 

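Whole-lung RNA from 17 mice was measured on Affymetrix MOE430A arrays, 1 array per mouse. Wild-type mice were studied 22 h after saline (n = 4), 7 h after LPS (n = 3) and 22 h after LPS (n = 3). *NOS2*-/- mice were studied 22 h after saline (n = 1), 7 h after LPS (n = 3) and 22 h after LPS (n = 3). The LPS dose was 20 mg/kg. The authors made 1 expression value per probe set and mouse with the affy package in R and deposited it on a log2 scale. Which of the normalization methods of that package was used is not given in the sources used here. The deposited values were used without further scaling. All 17 arrays were fitted together with limma, with 1 mean per group. Each comparison was a contrast of those means, with a moderated test adjusted by the Benjamini-Hochberg method over 22626 probe sets. A probe set was called changed at an adjusted p under 0.05, and the fold rule of the paper (at least 3-fold up, or 0.3-fold or less) was applied to the ratio of geometric means. A gene with several probe sets was represented by the one with the highest mean over the 17 arrays. The LPS response of *NOS2*-/- mice was measured against 1 saline mouse, which was assumed to vary as mice of the other groups did, and the number of arrays limits the precision of every value.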

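In lungs of saline-treated wild-type mice, *Sftpb*, which encodes a surfactant protein of alveolar type 2 cells, had a log2 signal of 13.95 ± 0.13 (SD, n = 4). *Nos3*, the endothelial nitric oxide synthase gene, had a signal of 8.72 ± 0.09 (SD, n = 4), and the probe set of *Nos2*, the inducible synthase gene, one of 8.17 ± 0.31 (SD, n = 4). In these 4 arrays the median probe set lay between 8.52 and 8.55. The array carries 22690 probe sets, of which 64 are hybridization and labelling controls. Of the 22626 others, 20380 name 1 gene, 691 name several and 1555 name none. The probe sets that name 1 gene cover 12393 genes. Mice of 1 group gave similar profiles. Across probe sets, which are not independent replicates, the lowest correlation between a pair of mice was 0.992 in wild-type mice after saline and 0.997 at 7 h after LPS. In *NOS2*-/- mice it was 0.994 at 7 h and 0.998 at 22 h. In wild-type mice 22 h after LPS, replicates 1 and 3 correlated at 0.996, and replicate 2 correlated with them at 0.955 and 0.949.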

The microarrays assessed the expression of 22,690 genes. Compared to the lungs of control wild-type mice treated with saline, endotoxin challenge induced a greater than three-fold increase in 59 genes and a three-fold decrease in 72 genes in the lungs of wild-type mice (Additional file 1 and Additional file 2). 

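In lungs of wild-type mice 22 h after LPS, genes of acute-phase proteins, chemokines and neutrophils were among those with the highest rises. *Saa3*, which encodes a serum amyloid A protein, rose from 7.73 ± 0.16 (SD, n = 4) to 14.22 ± 0.15 (SD, n = 3) on the log2 scale. This is a 90.0-fold rise (log2 fold change 6.49, standard error 0.09, limma adjusted p = 3.71e-16). The chemokine genes *Cxcl9* and *Cxcl2* rose 41.3-fold and 24.6-fold. *Il6*, a cytokine gene, rose by 3.71 log2 units (standard error 0.36), and *Ngp*, a neutrophil granule gene, by 4.63 (standard error 0.14). All 32 measured interferon-response genes were higher (also 32 adjusted over the list alone). Among them were *Rsad2* (log2 fold change 3.25) and *Irf7* (2.88), which act in antiviral defence. Of 23 acute-phase and metal-binding genes 22 were higher (22 adjusted over the list alone). Of 38 inflammatory cytokine, chemokine and NF-kB target genes 32 were higher and 2 lower (34 and 2 adjusted over the list alone). Of 20 neutrophil genes, including *S100a9* and *Fpr2*, 18 were higher (18 adjusted over the list alone). These 4 lists had camera adjusted p = 4.36e-28, 1.25e-27, 2.54e-20 and 1.85e-18 in that order. Each had an adjusted p = 0.0234 with an estimated correlation. Of 25 STAT3 targets, such as *Socs3* and *Timp1*, 20 were higher and 3 lower, with the same counts adjusted over the list alone. Camera gave an adjusted p = 7.67e-13, and an adjusted p = 0.0468 with an estimated correlation. Of all 33 lists, these 5 held with the estimated correlation in wild-type mice. In total, 287 probe sets met the rule for a rise and 160 the rule for a fall, counted whether or not they also changed in *NOS2*-/- mice. At a limma adjusted p under 0.05, 7427 probe sets changed, 2895 up and 4532 down. Without wild-type LPS 22 h replicate 2, 9319 changed, 4414 up and 4905 down, so the size of the excess of falls depends on that array.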

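In wild-type lungs after LPS *Aplnr*, the apelin receptor gene of endothelium, fell by 4.12 log2 units (standard error 0.20, limma adjusted p = 3.47e-10). *Tek*, an angiopoietin receptor gene, fell by 3.10 (standard error 0.20), and *Vwf*, the von Willebrand factor gene, fell by 2.50 (standard error 0.17). *Selp*, the gene of an endothelial adhesion molecule, rose by 2.55 (standard error 0.16). Of 27 endothelial genes 17 were lower and 6 higher, the same counts as adjusted over the list alone. The camera adjusted p was 6.90e-05, and the adjusted p = 0.171 with an estimated correlation. Of 15 smooth muscle and pericyte genes 12 were lower, including *Notch3* and *Tagln*. *Kcnj8*, a potassium channel gene, was higher by 1.63 log2 units (12 lower and 1 higher adjusted over the list alone). Camera gave adjusted p = 1.31e-04, and adjusted p = 0.154 with an estimated correlation. Of 15 fibroblast and matrix genes 11 were lower, among them *Inmt* and *Col1a1*, and 1 was higher (11 and 3 adjusted over the list alone). Its camera adjusted p was 1.13e-04, and the adjusted p = 0.204 with an estimated correlation. Of 13 alveolar type 2 genes 10 were lower and 1 higher (11 and 1 adjusted over the list alone), and *Sftpb* fell by 0.98 log2 units. In camera the adjusted p was 3.56e-05, and the adjusted p = 0.182 with an estimated correlation. Of 7 alveolar type 1 genes, such as *Ager*, 5 were lower (6 adjusted over the list alone). Camera gave adjusted p = 0.00143, and adjusted p = 0.154 with an estimated correlation. Of 12 club and ciliated cell genes 6 were lower, among them *Cyp2f2*, a cytochrome gene of club cells, and 1 was higher (8 and 2 adjusted over the list alone). The camera adjusted p was 0.00117, and the adjusted p = 0.0927 with an estimated correlation. Of 5 mesothelial genes 4 were lower (4 adjusted over the list alone, camera adjusted p = 0.00478, and adjusted p = 0.154 with an estimated correlation). Wild-type LPS 22 h replicate 2 was the lowest of its group for several of these lists. Minus the median array, its list median was -0.58 for fibroblasts (-0.28 and -0.14 in replicates 1 and 3), -0.57 for alveolar type 1 cells (-0.28 and -0.25), -0.48 for alveolar type 2 cells (-0.12 and -0.09) and -0.57 for smooth muscle (-0.55 and -0.38).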

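In wild-type mice after LPS *Cd14*, the gene of an LPS co-receptor, rose by 3.00 log2 units (standard error 0.11) and *Fcgr4*, an Fc receptor gene, by 2.78 (standard error 0.07). Of 18 monocyte and macrophage genes 10 were higher and 3 lower, the same counts as adjusted over the list alone. The camera adjusted p was 2.05e-04, and the adjusted p = 0.171 with an estimated correlation. *Cd79a*, which encodes part of the B cell receptor, fell by 1.52 (standard error 0.12), and 8 of 12 B cell genes were lower (8 adjusted over the list alone). For B cells camera gave an adjusted p = 0.00243, and an adjusted p = 0.182 with an estimated correlation. Other blood cell lists did not pass the camera test. They were the lists of 10 alveolar macrophage genes (4 higher and 4 lower, or 5 and 4 adjusted over the list alone, adjusted p = 0.767) and of 17 T and NK cell genes (4 and 6 by either adjustment, adjusted p = 0.561). The remaining ones were 9 thymocyte genes (1 lower, adjusted p = 0.875), 14 erythroid genes (1 higher and 1 lower, adjusted p = 0.561) and 9 platelet genes (2 higher, adjusted p = 0.569). Of genes of other tissues, 10 of 21 cardiac muscle genes were lower and 1 higher (10 and 2 adjusted over the list alone). Camera gave adjusted p = 0.0234, and adjusted p = 0.469 with an estimated correlation. Of 10 adipose genes 5 were lower (5 adjusted over the list alone, camera adjusted p = 0.0408, and adjusted p = 0.469 with an estimated correlation). The lists of 19 skeletal muscle genes, 12 squamous epithelium genes, 14 cartilage genes, 10 pancreatic acinar genes and 11 liver genes had camera adjusted p = 0.824, 0.515, 0.306, 0.491 and 0.474. At most 3 members of any of them were called by limma over all probe sets, and at most 2 adjusted over the list alone.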

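Genes that act on arginine and vessel tone moved both ways in wild-type lungs after LPS. *Odc1*, the gene of the enzyme that makes putrescine from ornithine, rose by 2.16 log2 units (standard error 0.11, limma adjusted p = 1.15e-09). *Smox*, a spermine oxidase gene, rose by 1.65 (standard error 0.12). Of 27 genes of arginine, nitric oxide and polyamine metabolism 12 were higher and 5 lower (13 and 5 adjusted over the list alone). The list had a camera adjusted p = 0.00247, and an adjusted p = 0.154 with an estimated correlation. *Gucy1a1* and *Gucy1b1*, the genes of the nitric oxide receptor guanylyl cyclase, fell by 1.64 and 1.80 log2 units (standard errors 0.11 and 0.10). *Ace*, the angiotensin-converting enzyme gene, fell by 2.50 (standard error 0.11). Of 35 vasoactive genes 14 were lower and 7 higher (15 and 7 adjusted over the list alone), and this list did not pass the camera test (adjusted p = 0.171). Of 26 coagulation and fibrinolysis genes 9 were higher, among them *Plat*, the tissue plasminogen activator gene, and 4 lower (12 and 5 adjusted over the list alone). Its camera adjusted p was 0.00117, and the adjusted p = 0.154 with an estimated correlation. Of 26 hypoxia and glycolysis genes 12 were higher and 6 lower (13 and 6 adjusted over the list alone). The camera adjusted p was 0.0111, and the adjusted p = 0.496 with an estimated correlation. Of 27 antioxidant genes 14, including *Hmox1*, were higher and 8 lower (14 and 9 adjusted over the list alone). In camera the adjusted p was 0.00478, and the adjusted p = 0.393 with an estimated correlation. Of 24 STAT6 and alternative macrophage activation genes 12 were higher and 3 lower, with the same counts adjusted over the list alone. For this list camera gave an adjusted p = 8.67e-04, and an adjusted p = 0.0663 with an estimated correlation. Of 39 cell cycle genes 13 were higher, also 13 adjusted over the list alone. Camera gave adjusted p = 0.00261, and adjusted p = 0.259 with an estimated correlation.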

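In *NOS2*-/- mice 22 h after LPS the highest rises were again in chemokine and acute-phase genes. *Cxcl10*, an interferon-induced chemokine gene, rose from 7.32 in the saline mouse to 13.50 ± 0.02 (SD, n = 3). This was a 72.6-fold rise (log2 fold change 6.18, standard error 0.20, limma adjusted p = 3.07e-11). *Saa3* rose by 6.15 log2 units (standard error 0.13), *Cxcl9* by 6.05 (standard error 0.26) and *Adm*, the adrenomedullin gene, by 4.04 (standard error 0.31). All 32 interferon-response genes were higher, as were 32 of 38 inflammatory genes, with 1 lower, 19 of 23 acute-phase genes and all 20 neutrophil genes. Adjusted over the list alone, the counts were 32, 33 with 1 lower, 20 and 20. In camera each of these 4 lists had an adjusted p = 0.0154 with an estimated correlation, and the STAT3 targets, with 19 higher and 2 lower (20 and 2 adjusted over the list alone), an adjusted p = 0.0300. The largest falls were of another kind. *Krt4*, a keratin gene of squamous epithelium, fell by 5.72 log2 units (standard error 0.14, adjusted p = 7.40e-13), from 14.21 in the saline mouse to 8.49 ± 0.01 (SD, n = 3). *Tnnc2*, a troponin gene of fast skeletal muscle, fell by 4.23 (standard error 0.33). The 4 wild-type saline mice had signals of 8.44 ± 0.17 for *Krt4* and 7.21 ± 0.11 for *Tnnc2* (SD), so the *NOS2*-/- saline mouse lay above them. Against these 4 mice, the LPS change in *NOS2*-/- mice was 0.05 for *Krt4* (adjusted p = 0.751) and 0.92 for *Tnnc2* (adjusted p = 0.00318). By the fold rule, 398 probe sets rose and 182 fell, counted whether or not they also changed in wild-type mice. At a limma adjusted p under 0.05, 6246 probe sets changed, 2635 up and 3611 down. These counts were 4095 up and 5237 down without wild-type LPS 22 h replicate 2. Against the 4 wild-type saline mice they were 4056 up and 5168 down.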

Compared to the lungs of *NOS2*^*−/−*^ mice challenged with saline, LPS caused an up-regulation of 154 genes and a down-regulation of 93 genes in the lungs of *NOS2*^*−/−*^ mice (Additional file 3 and Additional file 4). 

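*Slfn4*, an interferon-induced gene of myeloid cells, rose by 4.18 log2 units in wild-type mice (standard error 0.17) and by 4.90 in *NOS2*-/- mice (standard error 0.26), and *Ngp* rose by 4.45 in *NOS2*-/- mice (standard error 0.22). By the fold rule 222 probe sets rose in both genotypes, where 5.05 would be shared by chance. Another 81 fell in both, where 1.29 would be shared by chance. None rose in one genotype and fell in the other, and 724 changed in at least 1 genotype. Over all 22626 probe sets the log2 fold changes of the genotypes had a Pearson correlation of 0.80. It is across genes, which are not independent replicates. The difference of the responses was tested with a limma interaction contrast. It was past an adjusted p of 0.05 for 1064 probe sets, 570 with a higher log2 fold change in *NOS2*-/- mice and 494 with a lower one. It was past it for 50 of the 303 probe sets that met the fold rule in both genotypes. The total was 3441 without wild-type LPS 22 h replicate 2, where most were lower instead (1328 higher and 2113 lower), 699 without *NOS2*-/- LPS 22 h replicate 1 and 703 without *NOS2*-/- LPS 22 h replicate 2. *Cxcl10* rose more in *NOS2*-/- mice, by 2.35 log2 units (standard error 0.24, adjusted p = 4.53e-05), as did *Oasl1*, an antiviral gene, by 2.10 (standard error 0.29, adjusted p = 7.66e-04). Of the 32 interferon-response genes 14 rose more in *NOS2*-/- mice (23 adjusted over the list alone, camera adjusted p = 4.74e-17, and adjusted p = 0.111 with an estimated correlation). Of the 38 inflammatory genes 10 did (17 adjusted over the list alone, camera adjusted p = 4.67e-07, and adjusted p = 0.350 with an estimated correlation). For the interferon list, the median minus the median array was -2.65 in the *NOS2*-/- saline mouse, the lowest of all mice, and between -2.57 and -2.21 in wild-type saline mice. It was -0.78 in wild-type LPS 22 h replicate 2, and -0.27 and -0.30 in replicates 1 and 3. 

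**Figure D1:**
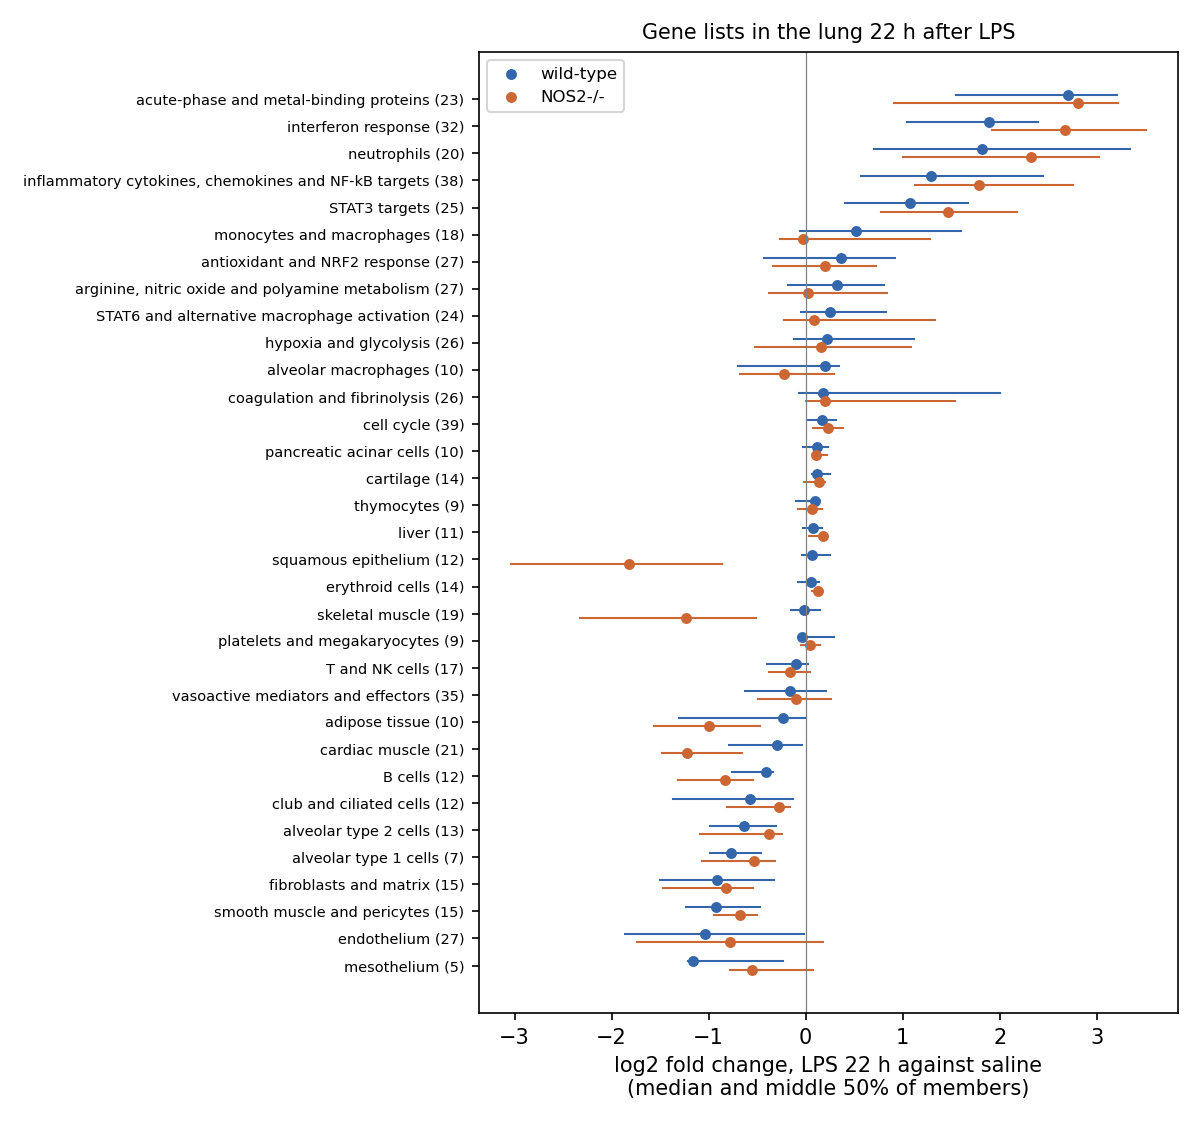
Log2 fold change 22 h after LPS of the measured members of each gene list (number in brackets); points are medians and lines span the middle 50% of members, in wild-type mice (blue) and *NOS2*-/- mice (orange). Interferon-response genes had a median of 1.89 in wild-type mice and 2.68 in *NOS2*-/- mice, and squamous epithelium genes 0.07 and -1.82.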

Of the 800 genes that had three-fold altered expression by endotoxin, 346 were up-regulated or down-regulated in the lungs of both genotypes (Fig. 1). However, the results of the microarray analysis indicated that the effect of endotoxin on *Arg1* expression was discordant in the two genotypes: Expression of *Arg1* was up-regulated 16.3-fold in the lungs of LPS-treated wild-type mice; LPS induced a 10% decrease in the expression of *Arg1* in LPS-treated *NOS2*^*−/−*^ mice. In wild-type mice, LPS challenge induced a 4.8-fold increase in *Arg2* gene expression compared to saline-treated wild-type mice. Exposure of *NOS2*^*−/−*^ mice to LPS caused a similar, 6.1-fold increase in *Arg2* gene expression compared to saline challenged *NOS2*^*−/−*^ mice. These results suggest that endotoxin up-regulates *Arg1* expression in the lungs of wild-type, but not *NOS2*^*−/−*^ mice, while endotoxemia induces *Arg2* expression to a similar extent in both genotypes.

**Fig. 1:**
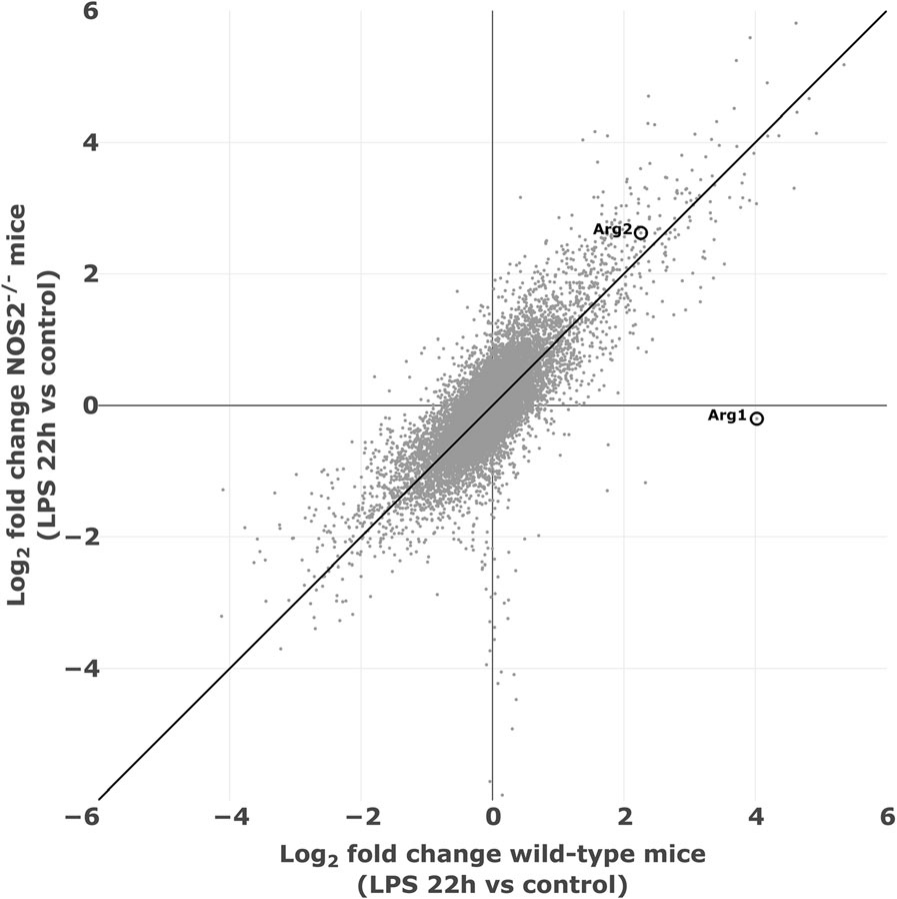
Up-regulated genes in the lungs of endotoxemic wild-type, but not NOS2-deficient mice. Whole lung tissues from wild-type mice treated with (*N* = 3), and without (*N* = 4), endotoxin and from *NOS2*^*−/*−^ mice treated with (*N* = 3), and without (*N* = 1), LPS were studied*.* The grey dots show the log2 fold change in gene expression upon LPS exposure; the x-axis represents changes in wild-type mice and the y-axis changes in *NOS2*^*−/−*^ mice. The transcriptional profiles revealed a contrasting gene expression of pulmonary *Arg1* in wild-type and *NOS2*^*−/−*^ mice after LPS challenge: *Arg1* expression increased in endotoxemic wild-type mice compared to saline challenged wild-type mice (positive scaling on the x-axis). In contrast, *Arg1* expression did not increase in endotoxemic *NOS2*^*−/−*^ mice compared to the saline-treated *NOS2*^*−/−*^ mice (negative scaling on the y-axis). *Arg2* expression increased in both strains after LPS challenge (positive scaling on the x- and y-axis).

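On an axis of the LPS response in *NOS2*-/- mice, the lowest points belong to genes of squamous epithelium and of striated muscle. *Acta1*, the skeletal muscle actin gene, fell by 4.09 log2 units in *NOS2*-/- mice (standard error 0.47, limma adjusted p = 9.09e-06), and *Myh8*, a myosin heavy chain gene, fell by 3.24 (standard error 0.23, limma adjusted p = 6.65e-08). *Acta1* had a log2 signal of 11.89 in the *NOS2*-/- saline mouse, 6.62 ± 0.14 (SD, n = 4) in wild-type saline mice and 7.80 ± 0.88 (SD, n = 3) in *NOS2*-/- mice 22 h after LPS. Against the 4 wild-type saline mice the same *NOS2*-/- mice had a log2 fold change of 1.17 for *Acta1* (adjusted p = 0.00617) and 0.46 for *Myh8* (adjusted p = 0.0211), so that the sign depends on the saline mice used. Of 12 squamous epithelium genes 8 were lower in *NOS2*-/- mice after LPS (8 adjusted over the list alone, camera adjusted p = 2.34e-08, and adjusted p = 0.100 with an estimated correlation). Of 19 skeletal muscle genes 13 were lower (13 adjusted over the list alone, camera adjusted p = 2.15e-08, and adjusted p = 0.124 with an estimated correlation). Of 21 cardiac muscle genes 16 were lower (16 adjusted over the list alone, camera adjusted p = 4.78e-08, and adjusted p = 0.124 with an estimated correlation). 

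**Figure D2:**
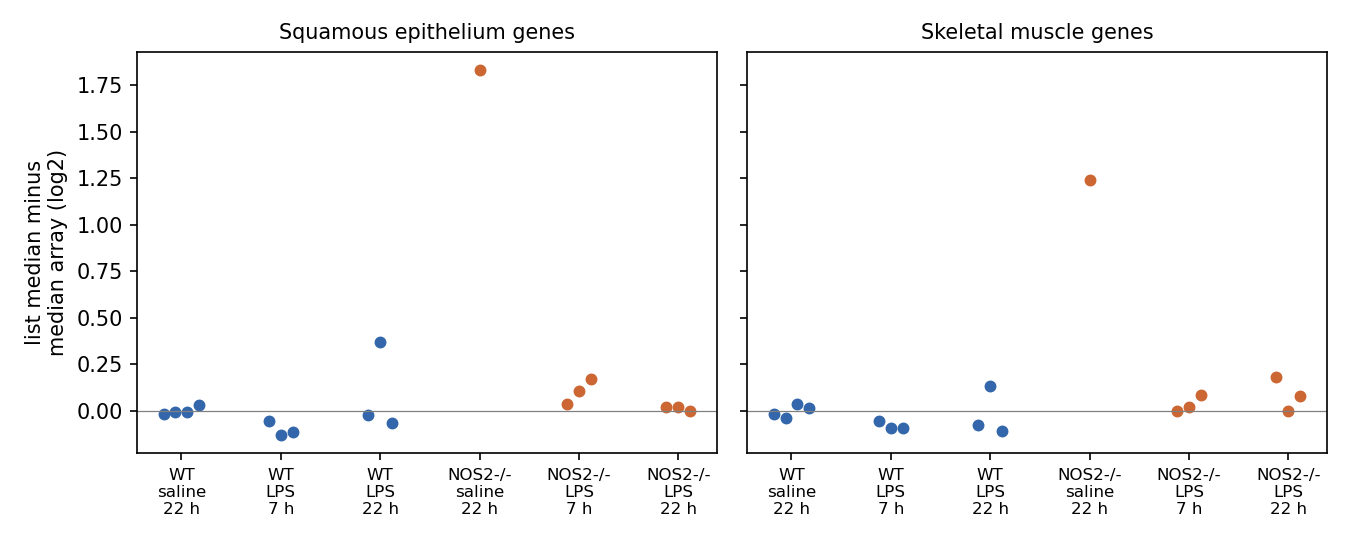
Median log2 signal of the squamous epithelium genes and of the skeletal muscle genes in each mouse, minus the median array; each point is a mouse. The *NOS2*-/- saline mouse lies at 1.83 for squamous epithelium, where the next highest mouse is at 0.37, and at 1.24 for skeletal muscle, where the next is at 0.18.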

To verify the microarray results, pulmonary mRNA levels of *Arg1* and *Arg2* were measured using qPCR. LPS challenge increased *Arg1* mRNA levels in the lungs of wild-type mice (17.9-fold increase compared to saline-challenged wild-type mice, *P* < 0.05) but not in *NOS2*^*−/−*^ mice (0.67-fold decrease compared to saline challenged wild-type mice, *P* = 0.07) (Fig. 2a). Endotoxin increased *Arg2* mRNA levels similarly in the lungs of wild-type mice and *NOS2*^*−/−*^ mice (8.8-fold increase vs 9.1-fold increase, *P* = 0.90, Fig. 2b). Immunoblots were used to measure the protein levels of *Arg1* in the lungs of wild-type and *NOS2*^*−/−*^ mice after challenge with saline or LPS. LPS challenge increased the protein level of *Arg1* in wild-type, but not in *NOS2*^*−/−*^, mice (Fig. 3). Taken together, the results confirm that endotoxin challenge induces a marked increase in *Arg1* expression in the lungs. In contrast, induction of *Arg2* expression is similar in the two genotypes.

**Fig. 2:**
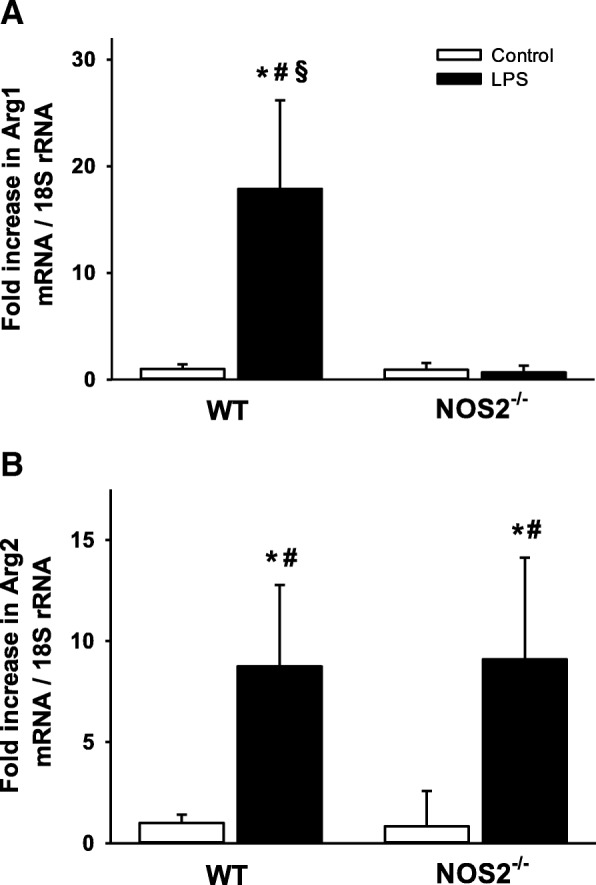
Pulmonary mRNA expression of *Arg1* and *Arg2* in wild-type mice and *NOS2*^*−/−*^ mice. Endotoxin increased the pulmonary *Arg1* mRNA expression in wild-type mice but not in *NOS2*^*−/−*^ mice (Panel **a**). The pulmonary *Arg2* mRNA expression was similar in wild-type mice and *NOS2*^*−/−*^ mice after LPS challenge (Panel **b**). Tissue samples were taken 22 h after challenge with either saline (control) or LPS. *N* = 6 per group; data are presented as mean ± SD; * *P* < 0.05 vs. saline-challenged wild-type mice, # *P* < 0.05 vs. saline-challenged *NOS2*^*−/−*^ mice, and § *P* < 0.05 vs. endotoxin-challenged *NOS2*^*−/−*^ mice

**Fig. 3:**
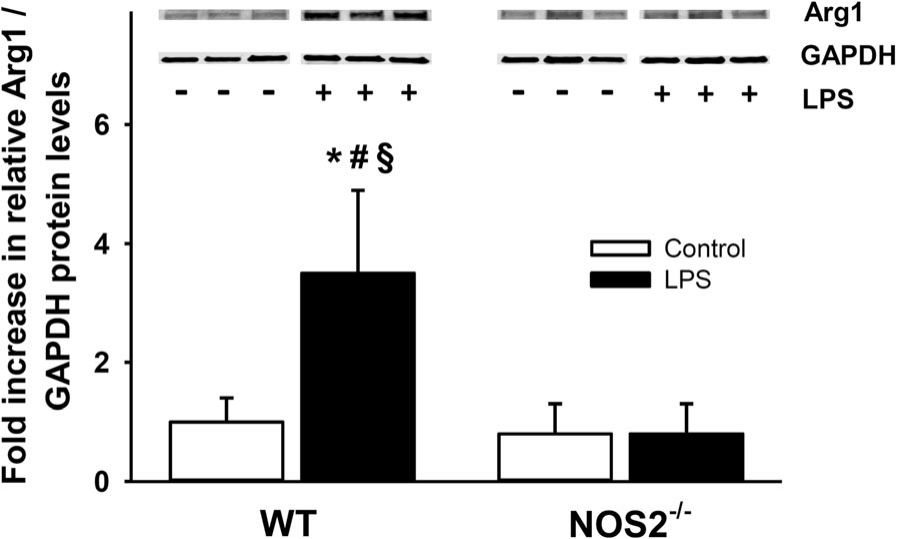
Pulmonary expression of *Arg1* in wild-type and NOS2^−/−^ mice. The level of *Arg1* protein was low in the lungs of saline-treated wild-type mice (*N* = 6) and was markedly increased in the lungs of wild-type mice treated with LPS (*N* = 6). *Arg1* protein level were low in NOS2^−/−^ mice challenged with saline (control, *N* = 4) or endotoxin (*N* = 5). Lungs were harvested 22 h after challenge with either saline (control) or lipopolysaccharide (LPS). Data are presented as mean ± SD; * *P* < 0.05 vs. saline-challenged wild-type mice, # *P* < 0.05 vs. saline-challenged *NOS2*^*−/−*^ mice, and § *P* < 0.05 vs. endotoxin-challenged *NOS2*^*−/−*^ mice

### Endotoxin increased *Arg1* immunoreactive protein expression in small pulmonary arteries, bronchial epithelium and connective tissue

To evaluate the location of *Arg1* protein expression, lung sections of wild-type mice were stained with *Arg1* specific antibodies 22 h after challenge with saline (A) or endotoxin (B) (Fig. 4). *Arg1* expression was found in walls of small pulmonary arteries, bronchial epithelium, and in connective tissue.

**Fig. 4:**
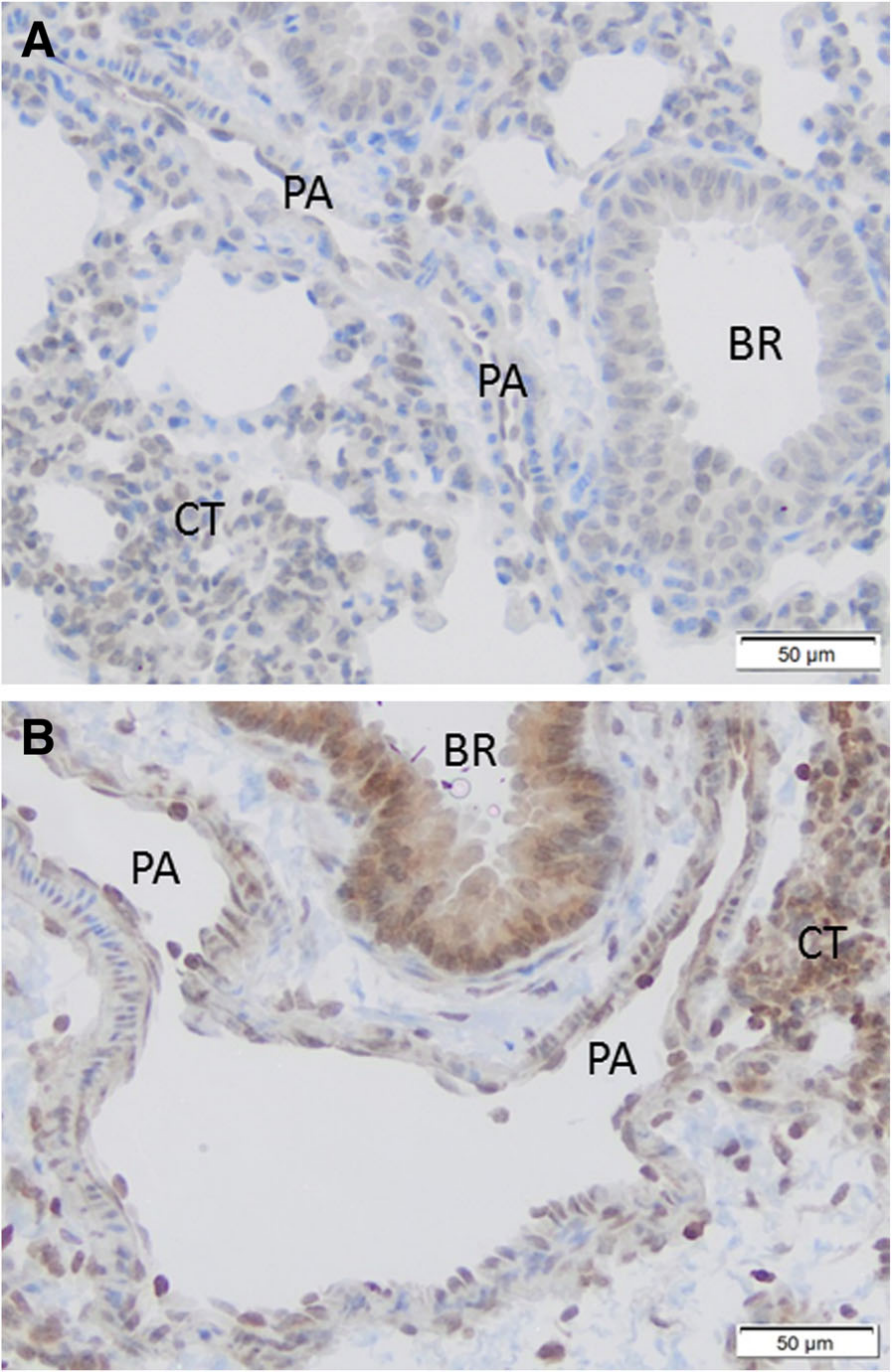
*Arg1* immunostaining in lung sections of wild-type mice. *Arg1* immunoreactivity in lungs of mice after saline (**a**) or endotoxin challenge (**b**). Immunoenzyme stainings were performed on paraffin-embedded sections using polyclonal rabbit anti-Arg1 and counterstained with hematoxylin. Representative image shows *Arg1* immunoreactive protein (purple-brown) in bronchial epithelium (BR), connective tissue (CT) and small pulmonary arteries (PA)

### An arginase inhibitor, norNOHA, restores HPV after LPS challenge

To determine the physiological impact of arginase on HPV, we examined the effects of the arginase inhibitor norNOHA on HPV in anesthetized wild-type mice. At baseline, the hemodynamic parameters did not differ between the mice in five experimental groups: 1) saline-challenged control mice treated with normal saline 21 h after the initial challenge; 2) control mice treated with norNOHA 21 h after the saline challenge; 3) LPS-challenged mice treated with normal saline 21 h after the initial challenge; 4) LPS-challenged mice treated with 20 mg/kg norNOHA 21 h after the initial challenge, and 5) LPS-challenged mice treated with 40 mg/kg norNOHA 21 h after the initial challenge (Table 1).

**Table 1:** Hemodynamic measurements

	Control		LPS		
	NS	norNOHA (40mg/kg)	NS	norNOHA (20mg/kg)	norNOHA (40mg/kg)
HR (bpm)					
Baseline	593±50	619±57	605±61	651±54	631±62
LMBO	584±44	626±71	603±50	634±74	636±68
SAP (mmHg)					
Baseline	93±18	97±11	96±14	95±7	102±4
LMBO	91±12	77±7^A^*	93±16*	92±9	101±6
PAP (mmHg)					
Baseline	17±2	17±1	18±2	16±2	17±1
LMBO	19±1*	19±1*	20±1*	19±4*	20±2*
QLPA (ml/min)					
Baseline	2.3±0.3	2.6±0.5	2.8±0.4	2.9±0.9	2.4±0.3
LMBO	1.4±0.2*	1.9±0.5*	2.3±0.4^B^*	2.6±1.0^AB^	1.6±0.3*

Hemodynamic parameters before (baseline) and during left mainstem bronchus occlusion (LMBO) in wild-type mice 22 h after challenge with saline (control) or endotoxin (LPS). One hour prior to the measurement, mice were treated with normal saline (NS) or with the arginase inhibitor Nω-hydroxy-nor-Arginine (norNOHA). N = 7 per group

*HR* heart rate, *SAP* systemic arterial pressure, *PAP* pulmonary arterial pressure, *QLPA* flow rate in the left pulmonary artery, *bpm* beats per minute, *mmHg* millimeters of mercury, and ml/min milliliter per minute

Data are presented as mean ± SD. A P < 0.05 vs. LPS norNOHA 40 mg/kg, B P < 0.05 vs. control NS, * P < 0.05 vs. baseline

During LMBO, the heart rates were comparable between the groups. The SAP remained stable before and during LMBO in all groups except control mice that were treated with norNOHA. In this group, the SAP decreased compared to baseline (97 ± 11 mmHg vs. 77 ± 7 mmHg, *P* < 0.05), suggesting that the arginase inhibitor caused systemic vasodilation. Endotoxemic mice that received normal saline (instead of norNOHA) had a small but statistically significant decrease in SAP during LMBO compared to baseline (96 ± 14 mmHg vs. 93 ± 16 mmHg**,** *P* < 0.05). The PAP increased compared to baseline during LMBO in each group (Table 1).

To investigate the effect of arginase inhibition on HPV, we measured the percentage increase in LPVR before and during LMBO. In control mice treated with normal saline, LMBO caused a ~ 121% increase in LPVR from baseline (Fig. 5a). In control mice treated with norNOHA, the LPVR response to LMBO was attenuated compared to control mice treated with saline (80 ± 27% vs 121 ± 22%, *P* < 0.05). Mice challenged with LPS and treated with normal saline had an impaired increase in LPVR in response to LMBO compared to control mice treated with normal saline (33 ± 9% vs. 121 ± 22%, *P* < 0.05). The increase in LPVR in response to LMBO was also smaller in the LPS-challenged mice treated with norNOHA at 20 mg/kg compared to the control mice treated with normal saline (46 ± 28% vs. 121 ± 22%, *P* < 0.05). In contrast, treatment with norNOHA at 40 mg/kg restored the increase in LPVR in response to LMBO in LPS-challenged mice to a level that was comparable to that of control mice treated with normal saline (113 ± 29% vs 121 ± 22%, *P* = 0.97, Fig. 5a). These results show that the arginase inhibitor norNOHA, at a dosage of 40 mg/kg but not 20 mg/kg, restores HPV when administered to mice 22 h after endotoxin challenge.

**Fig. 5:**
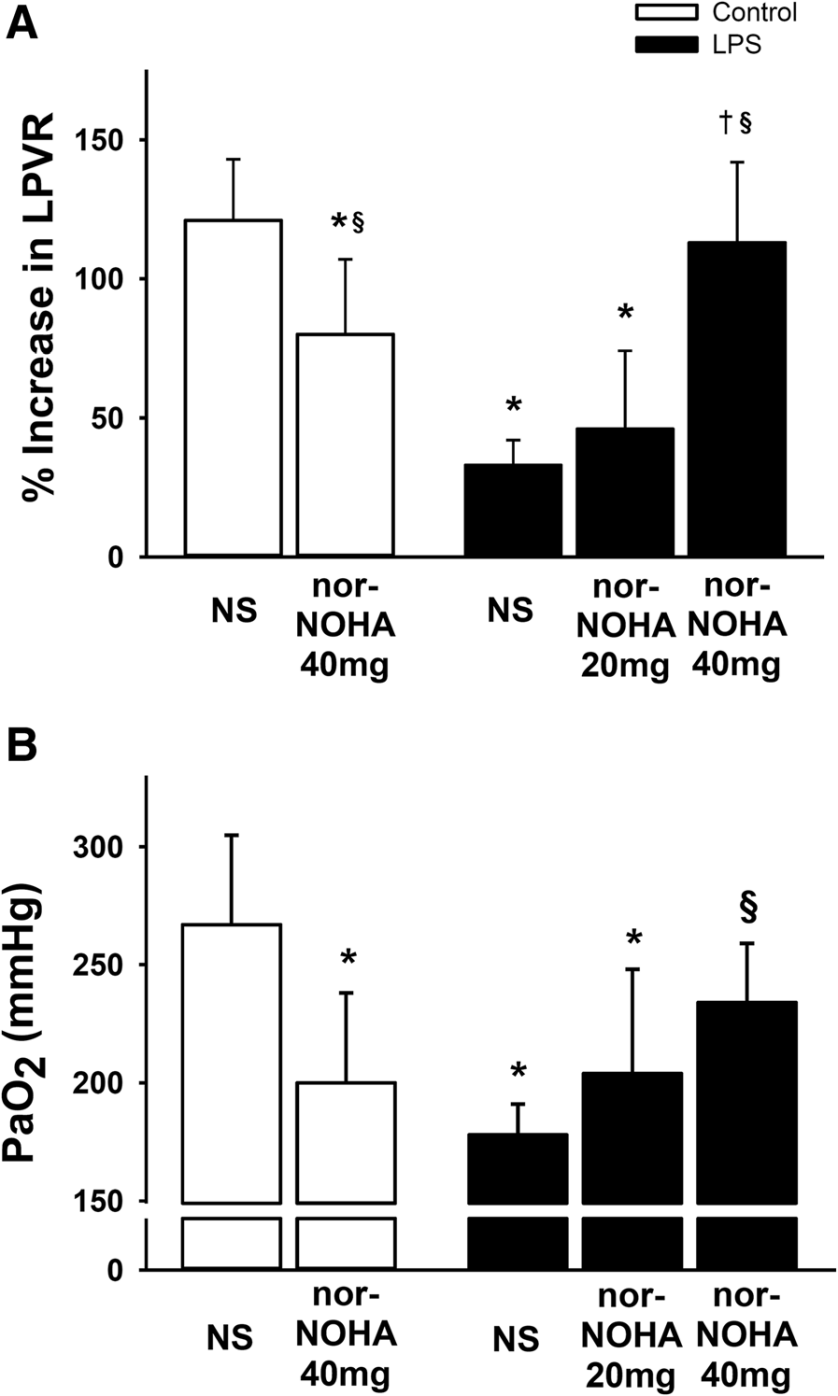
Hypoxic pulmonary vasoconstriction and arterial oxygenation. Panel A: Mice were challenged with saline (control) or endotoxin (LPS). After 21 h, the animals were treated with normal saline (NS) or the arginase inhibitor norNOHA (20 mg/kg or 40 mg/kg). HPV was assessed as the left pulmonary vascular resistance (LPVR) in response to left mainstem bronchus occlusion (LMBO). Treatment with the arginase inhibitor norNOHA (40 mg/kg) restored HPV in endotoxemic mice. Panel B: Arterial blood gas tensions were measured during LMBO at the end of the experiments. The restoration of HPV was associated with improved arterial oxygenation (PaO_2_) in endotoxemic mice treated with 40 mg/kg norNOHA compared to saline treatment. *N* = 7 per group; data presented as mean ± SD; * *P* < 0.05 vs. control group treated with NS, § *P* < 0.05 vs. LPS group treated with normal saline, † LPS group treated with 20 mg/kg norNOHA

### Restoration of HPV in endotoxemic mice improves systemic arterial oxygen tensions during LMBO

To estimate the impact of HPV on intrapulmonary shunt and systemic oxygenation, arterial blood gas tensions were measured during LMBO at the end of the HPV measurements (Fig. 5a, Table 2). The arterial pH of endotoxemic mice treated with normal saline, 20 or 40 mg/kg of norHOHA was lower than the arterial pH of control mice treated with normal saline (*P* < 0.05 for all three comparisons) or control mice treated with 40 mg/kg norNOHA (*P* < 0.05 for all three comparisons). Accordingly, the arterial base excess of endotoxemic mice after treatment with normal saline, 20 or 40 mg/kg norNOHA was smaller than the arterial base excess of control mice that received normal saline (*P* < 0.05 for all three comparisons) or control mice treated with 40 mg/kg norNOHA (*P* < 0.05 for all three comparisons). There was no difference in the arterial carbon dioxide tension between all experimental groups, suggesting that endotoxin induced a metabolic acidosis. The hemoglobin concentrations were similar in all mice. The arterial oxygen tension (P_a_O_2_) was highest in control mice treated with normal saline during LMBO. There was a small but significant decrease in P_a_O_2_ in control mice treated with norNOHA compared to normal saline (200 ± 38 mmHg vs. 267 ± 38 mmHg, *P* < 0.05). During LMBO, the P_a_O_2_ was lower in LPS-challenged mice treated with normal saline or 20 mg/kg norNOHA compared to control mice treated with normal saline (*P* < 0.05 for each comparison). In contrast, treatment of endotoxemic mice with 40 mg/kg norNOHA restored the P_a_O_2_ to levels that were comparable to those in control mice (not challenged with LPS) treated with saline (not treated with norNOHA) (234 ± 25 mmHg vs. 267 ± 38 mmHg, *P* = 0.35). These results suggest that treatment with 40 mg/kg norNOHA restores HPV and decreases intrapulmonary shunt in endotoxemic mice with an improvement in systemic arterial oxygenation.

**Table 1:** Arterial blood gas analyses

	Control		LPS		
	NS	norNOHA (40mg/kg)	NS	norNOHA (20mg/kg)	norNOHA (40mg/kg)
P_a_O_2_ (mmHg)	267±38	200±38*	178±13*	204±44*	234±25^§^
P_a_CO_2_ (mmHg)	30.9±5.1	30.9±3.5	34.0±5.0	36.7±8.4	30.7±4.8
pH_a_ (mmHg)	7.31±0.10	7.37±0.05	7.13±0.07*‡	7.07±0.08*‡	7.11±0.04*‡
BE (mmol/l)	-9.0±5.1	-6.4±2.0*	-17.5±1.6*‡	-18.4±4.6*‡	-19.7±2.5*‡
Hb (g/dl)	13.0±1.0	13.0±1.1	11.8±1.1	11.7±1.4	11.8±1.3

Mice were challenged with saline (control) or endotoxin (LPS). After 21 h, animals received treatment with normal saline (NS) or the arginase inhibitor Nω-hydroxy nor-Arginine (norNOHA). Blood gas analyses were performed during occlusion of the left mainstem bronchus. N = 7 per group

*P*_*a*_*O*_*2*_ arterial oxygen tension, *P*_*a*_*CO*_*2*_ arterial carbon dioxide tension, *pH*_*a*_ arterial pH, *BE* base excess, *Hb* hemoglobin, *mmHg* millimeters of mercury, *mmol / l* milimoles per liter, *g/dl* gram per deciliter

Data are presented as mean ± SD. * P < 0.05 vs. control NS, § P < 0.05 vs. LPS NS, ‡ P < 0.05 vs. control norNOHA

## Discussion

The current study used expression microarrays to identify one or more genes that might contribute, together with NO, to the endotoxin-induced impairment of HPV. Transcriptional profiling revealed that *Arg1* was the most up-regulated gene in the lungs of wild-type mice after endotoxin challenge and that *Arg1* was marginally decreased in endotoxemic *NOS2*^*−/−*^ mice. The endotoxin-induced increase in *Arg1* mRNA in wild-type, but not in *NOS2*^*−/−*^ mice was confirmed using qPCR. Immunoblots showed that the differences in Arg1 mRNA levels resulted in corresponding differences in Arg1 protein levels. Immunohistochemical analysis revealed that endotoxin induced *Arg1* expression in the walls of small pulmonary artery, bronchial epithelium, and connective tissues in wild-type mice. The functional importance of arginase in the endotoxin-induced impairment of HPV was supported by the restoration of HPV by the arginase inhibitor norNOHA. Taken together, these results reveal a critical role for arginase in the impairment of HPV during endotoxemia in mice.

The production of NO by NOS depends on the availability of L-arginine because no other amino acid or guanidino-containing compound can substitute as a substrate for NOS. L-arginine is metabolized by NOS to NO and L-citrulline and by arginase to urea and L-ornithine (Fig. 6a) [10]. Because L-arginine is the substrate for both NOS and arginase, one might expect that inhibition of arginase would increase the availability of L-arginine for NOS to produce more NO and thereby impair HPV. In this study, the pulmonary level of *Arg1* and *Arg2*, were low at baseline (Figs. 2 and 3), suggesting that inhibition of arginase would have little effect on healthy mice. However, we observed that administration of norNOHA to healthy control mice modestly attenuated HPV. It is possible that, even in the presence of low baseline levels of arginase, norNOHA was able to increase the level of L-arginine available to NOS (primarily NOS3), resulting in more NO production, which exerted pulmonary vasodilating effects that oppose HPV (Fig. 6b).

**Fig. 6:**
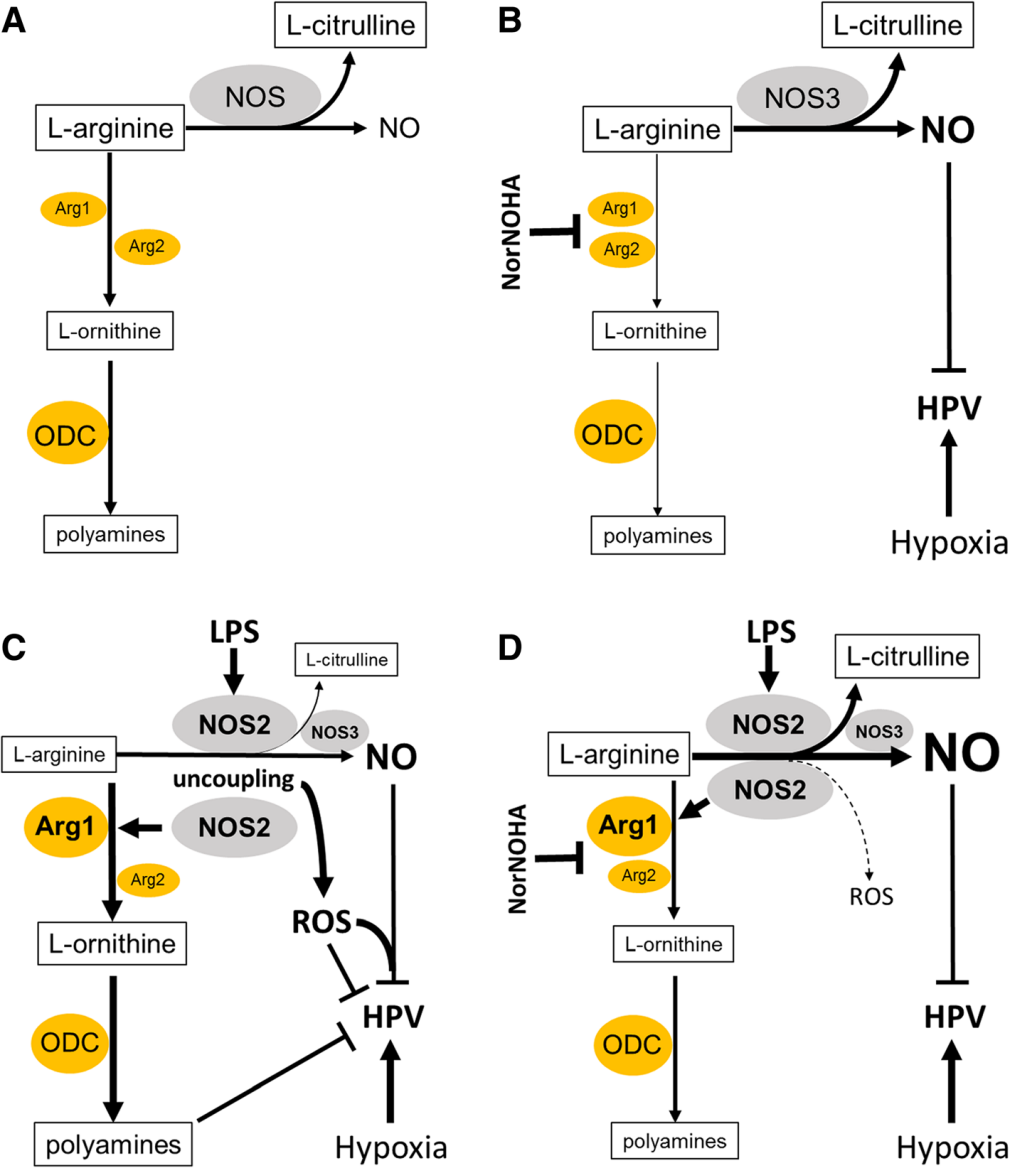
Hypothetical roles of arginase and arginase inhibition on HPV. **a** Arginase and nitric oxide synthase (NOS) compete for the common substrate L-arginine. **b** In healthy control mice, the arginase inhibitor norNOHA may shift L-arginine to NOS thereby increasing the level of NO that in turn attenuates HPV. **c** Endotoxemia increases expression of NOS2 and *Arg1*. NOS2-dependent S-nitrosylation may promote *Arg1* expression and activity. Increased *Arg1* may decrease L-arginine concentration locally. Low local arginine levels might promote NOS2 uncoupling and reactive oxygen species (ROS) production. Increased NO levels and redox imbalance impairs HPV. Upregulated *Arg1* also potentially increases downstream products including L-ornithine and polyamines, which may also impair HPV. **d** Inhibition of arginase by norNOHA restores HPV by preventing NOS2 uncoupling and ROS production by shifting more L-arginine to NOS2 and decreasing polyamines

To the best of our knowledge, this is the first study that showed that NOS2 is required for the ability of endotoxin to induce *Arg1* in the lung. Although detailed signaling mechanism of NOS2-dependent *Arg1* induction was not explored in the current study, protein S-nitrosylation induced by NOS2-derived NO has been shown to regulate transcription. For example, NOS2-dependent S-nitrosylation inhibits deacetylase sirtuin1 (SIRT1) during inflammation [11]. Inhibition of SIRT1 in turn activates signal transducer and activator of transcription 3 (STAT3) by increasing acetylation and phosphorylation of STAT3 [12]. Therefore, NOS2-dependent S-nitrosylation may activate STAT3-dependent transcription. Because STAT6/STAT3 are known promoters of *Arg1* expression, it is conceivable that endotoxin-induced NOS2 upregulated *Arg1* expression via STAT3 activation [13].

In this study, endotoxin challenge increased *Arg1* mRNA and protein expression in homogenized lung tissue. The immunohistochemistry revealed a marked increase of *Arg1* expression in the small pulmonary arteries, bronchial epithelium, and connective tissues. HPV is intrinsic to the pulmonary arterial smooth muscle cells. However, HPV is also modified by extrinsic factors derived from neighboring cell types such as vascular endothelial cells and macrophages [1]. *Arg1* is typically expressed in liver, red blood cells, and macrophages, but can be expressed in vascular endothelial cells and smooth muscle cells [14, 15]. It is conceivable that *Arg1* induction in multiple cell types modulates HPV during endotoxemia.

By reducing blood flow to poorly ventilated regions, HPV optimizes the match between ventilation and perfusion in the hypoxic regions of the lung and improves arterial oxygenation [1]. In this study, we observed that endotoxin challenge impaired HPV and decreased arterial oxygenation. In contrast, administration of arginase inhibitor during endotoxemia restored HPV and improved arterial oxygenation to the levels comparable to healthy control mice treated with normal saline. These results indicate Arg1 as a potential new therapeutic target for endotoxin-induced ventilation perfusion mismatch associated with systemic hypoxemia.

Twenty-two hours after endotoxin challenge, HPV was impaired in mice treated with normal saline, whereas administration of 40 mg/kg norNOHA restored HPV. Because inhibition of arginase can theoretically make more L-arginine available for NOS to produce NO, the observed protective effect of norNOHA on HPV is counterintuitive. However, the L-arginine levels, and therefore the substrate availability for NOS to produce NO, differs under healthy and pro-inflammatory conditions. Sepsis and endotoxemia reduce L-arginine levels [16, 17]. It has also been shown that NOS2-dependent S-nitrosylation activates *Arg1* by stabilizing *Arg1* trimer thus shifting more L-arginine to *Arg1*-dependent signaling [18]. In any case, decreased L-arginine availability can result in uncoupling of NOS (predominantly NOS2 under pro-inflammatory condition), with decreased production of NO and increased production of reactive oxygen species (ROS) (Fig. 6c) [19]. Increased oxidative stress and decreased anti-oxidant capacity have been reported in LPS-induced lung injury [19, 20]. We previously showed that treatment with ROS-scavengers attenuates endotoxin-induced impairment of HPV [7]. It has been reported that arginase inhibition preserves NOS coupling thereby reduces ROS production and vascular endothelial dysfunction in aging rats [21]. It is conceivable that norNOHA attenuated NOS-uncoupling, ROS production, and redox imbalance to preserve HPV in endotoxemic mice (Fig. 6d).

An alternative explanation for the observed restoration of HPV in endotoxemic mice treated with norNOHA is that the inhibitor may decrease the level of arginase downstream products, such as ornithine and polyamines. The polyamines putrescine, spermidine, and spermine are small polycationic molecules that rectify ion channel conductance [22]. Altered ion conductance in pulmonary artery smooth muscle cells modulates HPV [1]. Polyamine catabolism has also been shown to increase oxidative stress which may promote redox imbalance [23]. The potential role of arginine metabolites in certain cell populations (such as vascular smooth muscle cells) in the regulation of HPV remains to be defined.

It is possible that other factors, in addition to NOS2 and *Arg1*, contribute to the impairment of HPV. For example, endothelial protein C receptor (also known as activated protein C receptor) was the second most up-regulated gene in the lungs of endotoxemic wild-type mice after *Arg1* (Additional file 1). 

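*Procr*, the gene of the endothelial protein C receptor, rose from 6.94 ± 0.13 (SD, n = 4) to 10.11 ± 0.49 (SD, n = 3) log2 units in wild-type mice. This was an 8.96-fold rise (log2 fold change 3.16, standard error 0.18, limma adjusted p = 2.79e-09). Each of the 3 LPS mice lay above each of the 4 saline mice (exact permutation test, two-sided p = 0.0286, the smallest possible). In *NOS2*-/- mice it rose 2.97-fold, just under the fold rule (log2 fold change 1.57, standard error 0.27, limma adjusted p = 4.62e-04). The difference of the responses was -1.59 (standard error 0.33, limma adjusted p = 0.0113), and its adjusted p ran from 1.44e-04 to 0.0624 over the alternatives. By fold it was at position 2 in the class of genes that rose by the rule in wild-type mice only, and at position 34 among all genes in wild-type mice. Its place in this class depends on the 1 *NOS2*-/- saline mouse and on single arrays. In *NOS2*-/- mice it was 3.23-fold against the 4 wild-type saline mice and 3.18-fold against the mean of the 5 saline mice. Its log2 fold change was 1.61 and 1.62 without *NOS2*-/- LPS 22 h replicates 2 and 3, and 1.60 with each array's median subtracted. In each of these it met the rule in *NOS2*-/- mice too and left the class. *Procr* is represented by 1 probe set, of the kind whose probes match more than 1 transcript.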

Richard and colleagues reported that administration of activated protein C worsened oxygenation, presumably due to increased ventilation-perfusion mismatching, in a porcine model of acute lung injury [24]. The potential role of the endothelial protein C receptor in regulating HPV during endotoxemia warrants further studies.

A potential limitation of this investigation is the small number of lungs that were used in the microarray analyses. However, the transcriptional profiling was designed as a pilot study to identify candidate genes. Additional qPCRs and immunoblots were performed to confirm that endotoxin induced *Arg1* gene expression in wild-type, but not *NOS2*^*−/−*^ mice. A second limitation concerns the immunohistochemistry. After endotoxin challenge, *Arg1* positive immunostaining was found in bronchial epithelium, small pulmonary arteries, and the connective tissue. However, no double staining was performed leaving the specific cell type uncertain. Further studies are needed to identify which cell types in lung tissue are responsible for increased arginase activity.

## Conclusions

In summary, transcriptional profiling identified *Arg1* as a factor that might be required for endotoxin to inhibit HPV in wild-type mice. The arginase inhibitor norNOHA, at a dose of 40 mg/kg, acutely restored HPV in endotoxemic mice. These results identify arginase as a novel molecular target to improve pulmonary ventilation-perfusion matching during endotoxemia.

## Additional files

Additional file 1: Up-regulated genes in the lungs of endotoxemic wild-type, but not NOS2-deficient mice. We previously showed that HPV is preserved in endotoxemic NOS2-deficient (*NOS2*^*−/−*^) mice. [2]. The objective of this study was to identify gene products that may contribute to endotoxin-induced impairment of HPV in wild-type mice. Transcription profiling was performed on homogenized lung tissue from wild-type mice 22 h after LPS administration (*N* = 3) and compared to the profile produced by the lungs of wild-type mice challenged with saline LPS (*N* = 4). Transcription profiling was also performed on homogenized lung tissue from *NOS2*^*−/−*^ mice 22 h after LPS administration (*N* = 3) and was compared to the profile produced by the lungs of *NOS2*^*−/−*^ mice challenged with saline (*N* = 1). The microarray assessed the expression of 22,690 genes. A subset of 59 genes (shown in this table) was increased greater than three-fold in wild-type mice challenged with endotoxin, but was not enhanced three-fold in the lungs of *NOS2*^*−/−*^ mice challenged with endotoxin. The microarray results indicated that *Arg1* was the most highly expressed gene in endotoxemic wild-type mice, and that *Arg1* expression was not increased in the lungs of endotoxemic *NOS2*^*−/−*^ mice.

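By the fold rule 65 probe sets of 55 genes rose in wild-type mice and not in *NOS2*-/- mice. *Mat1a*, a methionine adenosyltransferase gene, rose 7.67-fold in wild-type and 2.73-fold in *NOS2*-/- mice. *Mcoln2*, a cation channel gene, rose 6.00-fold and 2.99-fold. *Retnla*, a gene of alternatively activated macrophages, rose 5.45-fold and 2.54-fold, and *Igsf6*, a gene of myeloid cells, 5.07-fold and 1.76-fold. In *NOS2*-/- mice 61 of the 65 had a log2 fold change above 0, counted without a test, and the median log2 fold change was 1.82 in wild-type and 1.21 in *NOS2*-/- mice. The difference of the responses passed a limma adjusted p of 0.05 for 25 of the 65, among them *Retnla* (-1.10, adjusted p = 0.00207) and *Igsf6* (-1.53, adjusted p = 4.90e-04), and not for *Mcoln2* (-1.01, adjusted p = 0.144). After LPS 41 of the 65 differed directly between the genotypes. In wild-type mice after LPS *Retnla* reached 14.18 ± 0.10 (SD, n = 3), *Mat1a* 10.48 ± 0.13 (SD, n = 3) and *Igsf6* 9.33 ± 0.25 (SD, n = 3). *Ada*, an adenosine deaminase gene of the class, rose 5.02-fold in wild-type mice and was 0.443-fold in *NOS2*-/- mice after LPS (interaction -3.50, standard error 0.23, limma adjusted p = 3.77e-07). Its signal was 10.55 in the *NOS2*-/- saline mouse, 3.96 log2 units above the wild-type saline mean, and 9.37 ± 0.06 (SD, n = 3) in *NOS2*-/- mice after LPS, against 8.92 ± 0.17 (SD, n = 3) in wild-type mice. *Ada* was 1 of 3 members of the class that were at least 3-fold higher in the *NOS2*-/- saline mouse than in wild-type saline mice. When *NOS2*-/- mice were compared with the 4 wild-type saline mice instead, 47 of the 65 stayed in the class.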

Additional file 2: Down-regulated genes in the lungs of endotoxemic wild-type mice, but not endotoxemic NOS2-deficient mice. Expression of 72 genes was decreased to 0.3-fold or less by endotoxin in wild-type mice, but was not decreased by endotoxin in *NOS2*^*−/−*^ mice.

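By the fold rule 79 probe sets of 67 genes fell in wild-type mice and not in *NOS2*-/- mice, and without wild-type LPS 22 h replicate 2 the number was 51. The class was led by *Ogn*, which encodes the matrix proteoglycan osteoglycin and went to 0.0582-fold in wild-type mice and to 0.411-fold in *NOS2*-/- mice. Its signal was 12.03 ± 0.11 (SD, n = 4) in wild-type saline mice, 7.93 ± 0.89 (SD, n = 3) in wild-type and 10.80 ± 0.04 (SD, n = 3) in *NOS2*-/- mice 22 h after LPS. The responses differed by 2.82 log2 units (standard error 0.47, limma adjusted p = 0.00292). *Tspan8*, a tetraspanin gene, went to 0.126-fold in wild-type and 0.483-fold in *NOS2*-/- mice, and *Cav1*, the caveolin gene of endothelium and alveolar type 1 cells, to 0.139-fold and 0.305-fold. *Pltp*, a phospholipid transfer protein gene, went to 0.148-fold and 0.395-fold, and *Podxl*, a sialomucin gene of endothelium, to 0.165-fold and 0.497-fold. *Adipoq*, an adipocyte gene, went to 0.155-fold and 0.333-fold, and its interaction of 1.10 did not pass (limma adjusted p = 0.227). Of the 79, 78 had a log2 fold change under 0 in *NOS2*-/- mice, counted without a test, and the median was -1.38 against -1.95 in wild-type mice. Of them, 27 had a limma interaction adjusted p under 0.05.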

Additional file 3: Up-regulated genes in the lungs of endotoxemic *NOS2*^*−/−*^ mice, but not in endotoxemic wild-type mice. Expression of 155 genes was increased more than three-fold by endotoxin in *NOS2*^*−/−*^ mice, but was not similarly increased by endotoxin in wild-type mice.

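By the fold rule 176 probe sets of 141 genes rose in *NOS2*-/- mice and not in wild-type mice. *Adm*, the gene of the vasodilator adrenomedullin, rose 16.4-fold in *NOS2*-/- and 2.59-fold in wild-type mice, and *Cxcl11*, an interferon-induced chemokine gene, 7.42-fold and 2.31-fold. *Ccrl2*, a chemokine receptor-like gene, rose 7.23-fold and 2.02-fold, and *Socs1*, which encodes an inhibitor of cytokine signalling, 6.45-fold and 2.29-fold. The interactions were 2.66 for *Adm* (standard error 0.37, limma adjusted p = 7.66e-04), 1.68 for *Cxcl11* (limma adjusted p = 0.00157), 1.84 for *Ccrl2* (limma adjusted p = 6.70e-04) and 1.49 for *Socs1* (limma adjusted p = 0.00366). Of the 176, 175 had a log2 fold change above 0 in wild-type mice, counted without a test, and the median was 1.13 against 1.88 in *NOS2*-/- mice. The limma interaction passed for 92 of them, and 134 differed directly between the genotypes after LPS. None was at least 3-fold lower in the *NOS2*-/- saline mouse than in wild-type saline mice, and 129 were lower there by any amount. Of the 176, 127 stayed in the class when *NOS2*-/- mice were compared with wild-type saline mice.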

Additional file 4: Down-regulated genes in the lungs of endotoxemic *NOS2*^*−/−*^ mice, but not in endotoxemic wild-type mice. Ninety-three genes were decreased to 0.3-fold or less by endotoxin in *NOS2*^*−/−*^ mice, but were not decreased by endotoxin in wild-type mice.

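By the fold rule 101 probe sets of 89 genes fell in *NOS2*-/- mice and not in wild-type mice. The largest falls were in keratin and cornified envelope genes of squamous epithelium, such as *Krt4*, *Krt13* and *Krtdap*, and in striated muscle genes, such as *Tnnc2* and *Acta1*. *Krt4* was 0.0190-fold in *NOS2*-/- and 0.974-fold in wild-type mice (interaction -5.68, standard error 0.16, limma adjusted p = 1.74e-11), and *Tnnc2* was 0.0534-fold and 1.06-fold (interaction -4.31, standard error 0.40, limma adjusted p = 1.63e-05). Of the 101, 43 were at least 3-fold higher in the *NOS2*-/- saline mouse than in wild-type saline mice, and 31 stayed in the class when *NOS2*-/- mice were compared with the 4 wild-type saline mice. Of the 12 squamous epithelium genes 8 had a lower response in *NOS2*-/- mice (9 adjusted over the list alone), and of the 19 skeletal muscle genes 13 (15 adjusted over the list alone). In camera the adjusted p was 1.99e-18 and 3.10e-20, and both had an adjusted p = 0.0311 with an estimated correlation. After LPS, 40 of the 101 differed directly between the genotypes.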

## Abbreviations

Arg1: Arginase 1
Arg2: Arginase 2
BE: Base excess
Hb: Hemoglobin
HPV: Hypoxic pulmonary vasoconstriction
HR: Heart rate
LMBO: Left main bronchus occlusion
LPS: Lipopolysaccharide
LPVR: Left pulmonary vascular resistance
NO: Nitric oxide
norNOHA: N^ω^-hydroxy-nor-L-arginine
NOS2: Nitric oxide synthase 2
NOS2^−/−^: NOS2-deficiency
NOS3: Nitric oxide synthase 3
NS: Normal saline
ODC: L-ornithine decarboxylase
PaCO_2_: Arterial carbon dioxide tension
PaO_2_: Arterial oxygen tension
PAP: Pulmonary arterial pressure
pH_a_: Arterial pH
Procr: Endothelial protein C receptor (activated protein C receptor)
QLPA: Left pulmonary arterial blood flow
ROS: Reactive oxygen species
SAP: Systemic arterial pressure
SIRT1: Sirtuin1
STAT3: Signal transducer and activator of transcription 3

How the deposited data were processed for this re-analysis (not part of the article)

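Whole lungs of 17 male mice, wild-type (C57BL/6J) or *NOS2*-/-, were measured on Affymetrix MOE430A arrays, 1 array per mouse. The groups were wild-type saline at 22 h (n = 4), wild-type LPS at 7 h (n = 3) and 22 h (n = 3), *NOS2*-/- saline at 22 h (n = 1), and *NOS2*-/- LPS at 7 h (n = 3) and 22 h (n = 3). Each sample was placed in its group by its label, and the groups at 22 h have the numbers of mice that the paper's methods give. The authors made the deposited log2 expression values with the affy package in R, which they name for data input, background correction, normalization and expression values. Its version and options are not given in the sources used here. Array medians lay between 8.46 and 8.55 and values between 4.77 and 15.2, with an SD between 1.60 and 1.75 within an array. The values were used as deposited. Of 22690 probe sets, 64 control probe sets were left out and 22626 tested. Gene symbols came from the probe table of the array, brought to those of the GRCm38.p6 annotation by gene ID, and 12393 genes had a probe set that names 1 gene.

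All 17 arrays were fitted with limma 3.58.1 in R 4.3.3 with 1 mean per group, and moderated tests used the default empirical Bayes settings (prior degrees of freedom 3.75). Adjusted p values are by Benjamini-Hochberg over the 22626 probe sets, and a probe set was called at an adjusted p under 0.05. The comparisons were LPS against saline in each genotype at 22 h and 7 h, *NOS2*-/- against wild-type after LPS at each time, the change from 7 h to 22 h in each genotype, and the genotype difference averaged over saline and both LPS times. Interaction contrasts compared the LPS responses at 22 h, and the changes from 7 h to 22 h, between the genotypes. The fold rule of the paper was applied to geometric means, at 3-fold or more for a rise and 0.3-fold or less for a fall, without a test. For the genes the paper reasons from, exact two-sided permutation tests of the difference in means were added for comparisons of at least 3 mice per group. The smallest p is 0.0286 for 3 against 4 and 0.1 for 3 against 3. The number of mice per group, not a depth of counting, limits the precision of array values.

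The comparisons, the gene lists, the rule for naming genes and the alternatives were set before the data were examined, except for 3 alternatives named as later in the closing section. Genes could be named if the paper names them, if they were among the 10 largest rises or falls of a comparison at an adjusted p under 0.05 with no overlap between groups, among up to 4 members of a list, or among the 10 largest folds of a class of the fold rule. A gene with several probe sets was represented by the one with the highest mean over all arrays, and probe sets that disagree were to be given. Some genes that the paper names are not reported here. There were 33 lists with 687 genes, of which 599 were measured. The 11 process lists were arginine, nitric oxide and polyamine metabolism, vasoactive mediators, inflammatory genes, interferon response, acute-phase proteins, STAT6 and alternative macrophage activation, STAT3 targets, hypoxia and glycolysis, antioxidant response, coagulation and cell cycle. The 22 cell type lists were endothelium, smooth muscle, fibroblasts, alveolar type 2 cells, alveolar type 1 cells, club and ciliated cells, neutrophils, monocytes and macrophages, alveolar macrophages, B cells, T and NK cells, thymocytes, erythroid cells, platelets, cardiac muscle, skeletal muscle, adipose tissue, squamous epithelium, cartilage, pancreatic acinar cells, liver and mesothelium. Lists were tested with camera from limma at a preset correlation of 0.01 between genes, again with the correlation estimated from the arrays, and with fry, which tests the direction of a list alone and not against other genes. List p values are adjusted over the 33 lists of a comparison.

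Alternatives were quantile normalization, subtraction of each array's median, the 22 h arrays alone, the groups compared alone, probe sets above the 40th percentile of mean signal, a trended and robust empirical Bayes fit, array weights, a replicate block, each array left out in turn, an adjusted p under 0.01, an added fold of 2, genes in place of probe sets, other forms and thresholds of the fold rule, other saline controls, other ways of representing a gene, and lists without shared members. The fit was tested on simulated data with the same groups and 22626 probe sets, of which 200 were changed at each size of 1.5-, 2- and 3-fold. A 2-fold change was recovered for 98.5% of its 200 probe sets in the wild-type response at 22 h. It was recovered for 92% in the *NOS2*-/- response and 74.5% in the interaction. Of calls at any size, 3.44%, 6.48% and 5.23% were false. These shares hold for the simulated arrays only.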

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

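The test of genotype was chosen after the result it measures had been seen.

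Genes of squamous epithelium and skeletal muscle had a lower LPS response in *NOS2*-/- mice, and camera gave an adjusted p = 0.0311 for each list with an estimated correlation. They were high in the 1 *NOS2*-/- saline mouse: *Krt4* had a log2 signal of 14.21 there and 8.44 in wild-type saline mice, *Tnnc2* 12.36 and 7.21, *Mb*, the myoglobin gene, 12.27 and 10.55, and *Ckm*, a muscle creatine kinase gene, 11.40 and 8.76. A difference of genotype is argued against, because the 18 members at least 1 log2 unit above wild-type saline (median 2.56) differed between the genotypes after LPS by a median of 0.170, with the middle 50% between 0.083 and 0.250 and 0 members above 1. Tissue of another organ in this sample was not tested independently of these lists and stays open; the adipose (1.35 above the median array) and cardiac muscle (1.11) lists also stood above the other arrays there. With 1 mouse in the group, what is special to this mouse cannot be separated from its dissection, and no other biological explanation was tested.

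Wild-type LPS 22 h replicate 2 stood apart from the other 2 mice of its group, with 682 probe sets more than 1 log2 unit above them and 803 more than 1 below. Degraded RNA is not shown by the 1 measure tested and stays open. The mean 3 prime minus 5 prime difference of this array for the *Gapdh* and *Actb* controls was 0.182. The other arrays ran from -0.01 to 0.274. The highest was wild-type saline replicate 1, whose lowest correlation in its group was 0.992. Among arrays after LPS, wild-type LPS 22 h replicate 2 had the highest value (next 0.147). A narrower range of signal was not tested independently of the low correlation with its group and stays open; its SD was the lowest of the 17 arrays, at 1.60. A weaker response of this mouse to LPS stays open, because the correlation of its deviation with the 7 h response, -0.155, lay between the bounds set for and against it. Array weights, whose estimation stopped before convergence, gave this array 0.0411, and without it the interaction at 22 h had 3441 called probe sets, with 1064 of the 1064 among them.

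After LPS 271 genes differed between the genotypes at 7 h and 2239 at 22 h. Of these, 140 differed at both times in the same direction and 5 in opposite directions. If the calls at the times were independent, 49.0 would be shared by chance. Both contrasts used the same variance of each probe set from 1 fit, so the calls are not independent and 49.0 can be too low. The 140 became 13, 22 and 27 without wild-type LPS 7 h replicates 1, 2 and 3, 1323 without wild-type LPS 22 h replicate 2, 232, 22 and 15 without *NOS2*-/- LPS 7 h replicates 1, 2 and 3, and 57, 53 and 55 without *NOS2*-/- LPS 22 h replicates 1, 2 and 3. One explanation is DNA linked to the *Nos2* locus that differs between the strains: among the 200 measured genes nearest *Nos2* in the gene order of GRCm38.p6, 6 (3%) were among the 140, against 134 of 12192 (1.10%) elsewhere, a ratio of 2.73 (Fisher's exact test, one-sided p = 0.0259), and the nearest of the 6 were *Ift20*, with 3 measured genes between, and *Crlf3*, with 8. This stays open, because the test rests on single arrays: the ratio was 3.13 without wild-type LPS 22 h replicate 1 (exact p = 0.00512) and 2.46 without *NOS2*-/- LPS 7 h replicate 1 (exact p = 0.0130), but 1.41, under the bound of 1.5, without wild-type LPS 22 h replicate 2 (exact p = 0.0345), and p was over 0.05 without any 1 of the other 9 arrays after LPS. There the ratio was 2.26 without wild-type LPS 22 h replicate 3 (exact p = 0.0764), 0, 0 and 4.88 without wild-type LPS 7 h replicates 1, 2 and 3 (exact p = 1, 1 and 0.0699), 2.90 and 0 without *NOS2*-/- LPS 7 h replicates 2 and 3 (exact p = 0.301 and 1), and 2.22, 3.66 and 3.52 without *NOS2*-/- LPS 22 h replicates 1, 2 and 3 (exact p = 0.234, 0.0539 and 0.0590), in part with few genes to test.

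Of 44 measures tested in the group of 4 wild-type saline mice, 6 had a mouse far from the others by Dixon's ratio, where chance gives about 1 in 20 groups, or 2.2. The ratios were 0.830 for *Nos3*, 0.836 for the arginine, nitric oxide and polyamine list, 0.870 for platelets, 0.937 for pancreatic acinar genes, 0.932 for liver genes and 0.953 for the array median.

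Several responses differed between the genotypes by a limma interaction test. The difference at 22 h was -1.59 for *Procr*. For *Nos3* the difference at 22 h was -1.05 (limma adjusted p = 0.0371). It did not pass without wild-type saline replicates 1, 2 or 4 (limma adjusted p = 0.0619, 0.0645 and 0.0597), wild-type LPS 7 h replicate 3 (0.0539), wild-type LPS 22 h replicate 1 (0.0618) or *NOS2*-/- LPS 22 h replicates 1, 2 or 3 (0.0587, 0.0848 and 0.0707), and the adjusted p for *Nos3* ranged from 9.10e-04 to 0.107 over the alternatives. At 22 h 1064 probe sets differed in their response, or 3441 without wild-type LPS 22 h replicate 2, 699 without *NOS2*-/- LPS 22 h replicate 1 and 703 without replicate 2 of that group. From 7 h to 22 h 687 probe sets differed in their change. This number was 415, 287 and 243 without wild-type LPS 7 h replicates 1, 2 and 3, 1165, 1628 and 1410 without wild-type LPS 22 h replicates 1, 2 and 3, 343 without *NOS2*-/- LPS 7 h replicate 3, and 291, 330 and 352 without *NOS2*-/- LPS 22 h replicates 1, 2 and 3. Chance is not excluded for it, since 5 of 100 splits of the same arrays, the real one included, gave as many, with 1831 as the highest other. Why some splits called more than the real number was not tested. A split that exchanges genotypes at only 1 time would carry the genotype difference itself. The higher counts therefore need not come from structure besides the groups, and this test does not decide the question.

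The 7 h arrays hold signals that the paper does not report on. In wild-type mice 7309 probe sets changed 7 h after LPS; chance is excluded, since 1 of 35 splits, the real one, gave as many, with 3245 as the highest other. At 7 h 454 probe sets differed between the genotypes. The 10 splits of these arrays are too few for a share under 0.05 (1 of 10 as large, highest other 0). The number was 23, 42 and 63 without wild-type LPS 7 h replicates 1, 2 and 3, 956, 43 and 28 without *NOS2*-/- LPS 7 h replicates 1, 2 and 3, 6092 without wild-type LPS 22 h replicate 2, 185, 173 and 168 without *NOS2*-/- LPS 22 h replicates 1, 2 and 3, and 250 and 246 without wild-type saline replicates 1 and 2.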

How the results depend on the processing

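The 3 alternatives chosen after the data had been seen are camera without wild-type LPS 22 h replicate 2, the 4 wild-type saline mice as control of both genotypes without that replicate, and the interaction and fold rule without genes high in the *NOS2*-/- saline mouse. Of 189 results for named genes, 187 were called, and 163 kept their direction and side of the threshold in every alternative run for them. Of 4535 values under 28 settings, 96 were weaker, 2 stronger and 7 reversed. The number of arrays limits the precision, and signal near background limits dim genes. Where no construction is given below, the cause was not tested.

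Leaving out each array in turn gave ranges of called probe sets. The range was 6666 to 9319 for the wild-type response at 22 h, 5339 to 9332 for the *NOS2*-/- response at 22 h, 699 to 3441 for the interaction at 22 h and 2323 to 6020 for the genotypes after LPS at 22 h, the lowest being without *NOS2*-/- LPS 22 h replicate 1 and, for replicates 2 and 3, 2434 and 2460. It was 5962 to 10423 for the wild-type response at 7 h, 4254 to 8627 for the *NOS2*-/- response at 7 h, 23 to 6092 for the genotypes at 7 h, 1451 to 4098 for the 7 h to 22 h change in wild-type mice, 887 to 4493 in *NOS2*-/- mice, 243 to 1628 for the interaction of that change and 1735 to 6097 for the averaged genotype difference. The highest value was without wild-type LPS 22 h replicate 2 for each of these except the change in wild-type mice (without replicate 3 of that group). In contrasts that leave out its group, such as the genotypes at 7 h, wild-type LPS 22 h replicate 2 acts only through the variance pooled over all arrays. Without that replicate 6684 of 7427 calls of the wild-type response remained, 6246 of 6246 of the *NOS2*-/- response, 1064 of 1064 of the interaction and 3374 of 3720 of the genotypes at 22 h. The change in wild-type mice had 1583, 1451 and 1557 calls without wild-type LPS 7 h replicates 1, 2 and 3, and that in *NOS2*-/- mice 887 without *NOS2*-/- LPS 7 h replicate 3 and 956, 925 and 921 without *NOS2*-/- LPS 22 h replicates 1, 2 and 3. For the fold rule the ranges were 51 to 90 (up in wild-type mice only), 51 to 111 (down in wild-type mice only, the lowest without wild-type LPS 22 h replicate 2), 145 to 192 (up in *NOS2*-/- mice only), 94 to 105 (down in *NOS2*-/- mice only) and 292 to 331 (both). *Nos2* ranged from 0.16 to 0.47 in wild-type mice, the highest without wild-type LPS 22 h replicate 2 (adjusted p = 0.0134, in a range from 0.0134 to 0.44), and from 0.50 to 0.81 between the genotypes, with 0.60 without *NOS2*-/- LPS 22 h replicate 2 (adjusted p = 0.0555). The *Procr* interaction ranged from -1.74 to -1.31. *Nos3* in *NOS2*-/- mice ranged from -0.014, without *NOS2*-/- LPS 22 h replicate 1, to 0.072, without replicate 2, and was not called.

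Subtracting array medians gave 803 calls for the genotypes at 7 h. With the 22 h arrays alone, which leave fewer arrays to estimate the variance, the interaction had 465 calls, the genotypes at 22 h 2301, and *Nos2* between the genotypes 0.66 (adjusted p = 0.059, in a range from 0.00386 to 0.0984). With only the 2 groups compared there were 4741 calls for the wild-type response at 22 h, 918 for the genotypes at 22 h, 5766 for the genotypes at 7 h, 467 for the 7 h to 22 h change in wild-type mice and 4587 in *NOS2*-/- mice, and *Nos2* between the genotypes was 0.66 (adjusted p = 0.0984, the highest of its range). Without dim probe sets 60 were down in *NOS2*-/- mice only. Array weights, whose estimation stopped with a warning before convergence, gave 12392 calls for the *NOS2*-/- response at 22 h, 3950 for the interaction, 11536 and 11945 for the wild-type and *NOS2*-/- responses at 7 h, 10562 for the genotypes at 7 h, 6821 for the change in *NOS2*-/- mice, 2011 for the interaction of that change, 7491 for the averaged difference and 52 probe sets down in wild-type mice only. With a replicate block the interaction had 532 calls, the genotypes at 7 h 250 and the interaction of the change 389, and the *Procr* interaction was -1.51 (adjusted p = 0.0624, the highest of its range). Pairing of mice by replicate number was not shown: of 30 correlations of deviations between same-numbered arrays 4 were above 0.1, in a range from -0.385 to 0.362. Arrays with different numbers were not compared, so pairing is not excluded.

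Stricter thresholds lower counts by construction. At an adjusted p under 0.01 there were 413 calls for the interaction at 22 h, 1907 for the genotypes at 22 h, 3330 for the *NOS2*-/- response at 7 h, 37 for the genotypes at 7 h, 1257 and 726 for the change in wild-type and *NOS2*-/- mice, 170 for its interaction and 975 for the averaged difference. With an added 2-fold change there were 1344 and 1804 calls for the wild-type and *NOS2*-/- responses at 22 h, 357 for the interaction, 273 for the genotypes at 22 h, 1372 and 1477 for the responses at 7 h, 14 for the genotypes at 7 h, 252 and 95 for the change in wild-type and *NOS2*-/- mice, 164 for its interaction and 41 for the averaged difference. Counted as genes with 1 probe set each, of which there are fewer than probe sets, there were 4490 and 3814 for the wild-type and *NOS2*-/- responses at 22 h, 2338 for the genotypes at 22 h, 4430 and 3176 for the responses at 7 h, 1551 and 1092 for the change in wild-type and *NOS2*-/- mice and 1567 for the averaged difference, and 103 up in *NOS2*-/- mice only, 63 down in *NOS2*-/- mice only and 195 in both by the fold rule. Thresholds of 2.0 and 0.5 gave 141 up and 284 down in wild-type mice only, 414 up and 493 down in *NOS2*-/- mice only, and 919 in both.

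Other saline controls changed the *NOS2*-/- response. Against the 4 wild-type saline mice 59 were down in *NOS2*-/- mice only, *Krt4* was 0.047, *Tnnc2* 0.92, *Acta1* 1.17, *Myh8* 0.46 and *Lor* 0.021, and the response at 7 h had 8305 calls. Against the mean of the 5 saline mice 48 were down in *NOS2*-/- mice only, the response at 22 h had 9594 calls and *Acta1* was 0.12. Without wild-type LPS 22 h replicate 2 and with the wild-type saline mice as both controls, 52 were down in wild-type mice only and the *NOS2*-/- response had 11784 calls. Without genes high in the *NOS2*-/- saline mouse, by construction, 57 were down in *NOS2*-/- mice only.

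In camera with an estimated correlation, lists lost their calls for the wild-type response at 22 h at adjusted p = 0.154 (arginine), 0.0663 (STAT6), 0.496 (hypoxia), 0.393 (antioxidant), 0.154 (coagulation), 0.259 (cell cycle), 0.171 (endothelium), 0.154 (smooth muscle), 0.204 (fibroblasts), 0.182 (alveolar type 2), 0.154 (alveolar type 1), 0.0927 (club), 0.171 (monocytes), 0.182 (B cells), 0.469 (cardiac muscle), 0.469 (adipose) and 0.154 (mesothelium). For the genotypes at 22 h the values were 0.375 (inflammatory), 0.375 (interferon), 0.619 (STAT3), 0.657 (smooth muscle), 0.375 (club), 0.619 (monocytes), 0.619 (platelets), 0.522 (cardiac muscle), 0.619 (adipose) and 0.522 (mesothelium). For the interaction at 22 h they were 0.350 (inflammatory), 0.111 (interferon), 0.359 (STAT3), 0.359 (monocytes), 0.557 (B cells), 0.111 (cardiac muscle) and 0.359 (mesothelium). For the interaction of the 7 h to 22 h change they were 0.0988 (inflammatory), 0.0988 (interferon), 0.324 (STAT3), 0.509 (smooth muscle), 0.733 (fibroblasts), 0.0988 (club), 0.324 (neutrophils), 0.509 (B cells), 0.231 (T and NK cells), 0.316 (thymocytes), 0.509 (erythroid), 0.285 (cardiac muscle) and 0.515 (squamous). With fry the adjusted p was 1.95e-08 (vasoactive) and 0.0261 (T and NK cells) for the wild-type response, 0.0426 (arginine) and 0.0426 (alveolar type 1) for the genotypes at 22 h, 0.00583 (club), 0.0591 (monocytes) and 0.251 (B cells) for the interaction, and 0.104 (smooth muscle), 0.259 (fibroblasts), 0.104 (B cells), 0.104 (erythroid) and 0.134 (squamous) for the interaction of the change. Without members of several lists it was 0.0806 (adipose, wild-type response) and 0.0684 (thymocytes, interaction of the change) in camera. Camera without wild-type LPS 22 h replicate 2 gave 0.0386 (acute-phase), 0.105 (STAT3) and 0.00612 (skeletal muscle) for the genotypes at 22 h, 0.0171 (acute-phase), 0.0648 (B cells) and 0.0648 (mesothelium) for the interaction, and 0.182 (fibroblasts), 0.125 (thymocytes), 0.00537 (adipose) and 0.188 (squamous) for the interaction of the change.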

Differences from the paper's values

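In the setting used throughout, no count of the fold rule that the paper states differed from the count here by over 1.5 times. The rank of *Procr* differed only when it was read over all genes. Of the alternatives given here, the one without genes high in the *NOS2*-/- saline mouse was chosen after the data had been seen.

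The paper ranks *Procr* second among genes that rose in wild-type mice after LPS, and cites its list of genes that rose in wild-type mice only. Here it was at position 2 of the 65 probe sets that rose in wild-type mice only, and at position 34 of 12393 genes by fold in wild-type mice. With the 4 wild-type saline mice as control of *NOS2*-/- mice it left that class.

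The paper counts genes, 22690 in all, which is the number of probe sets of the array, so its counts were read here as probe sets. It gives 59 up and 72 down in wild-type mice only, 154 up and 93 down in *NOS2*-/- mice only, and 346 in both, which add to 724, while it gives 800 in total. The classes here held 65, 79, 176 and 101 with 303 in both, and also add to 724. With a fall counted at 1/3 or less, 65 up and 90 down were in wild-type mice only, 176 up and 125 down in *NOS2*-/- mice only, 346 in both and 802 in total. Against the 4 wild-type saline mice 155 were up in *NOS2*-/- mice only. Some alternatives moved these counts by over 1.5 times from the paper's. Thresholds of 2.0 and 0.5 gave 141, 284, 414 and 493 with 919 in both and 2251 in total, and 1 probe set per gene gave 195 in both and 467 in total. With 1 probe set per gene 103 were up in *NOS2*-/- mice only. This is over 1.5 times from the 155 of the paper's list, but not from the 154 of its text. The 176 probe sets up in *NOS2*-/- mice only cover 141 named genes, and the list in the paper has 155. Up in wild-type mice only were 90 without wild-type LPS 22 h replicate 2, and down in wild-type mice only were 111 without replicate 3. Down in *NOS2*-/- mice only were 60 without dim probe sets, 59 against the 4 wild-type saline mice, 48 against the mean of the 5 saline mice and 57 without genes high in the *NOS2*-/- saline mouse.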

Other observations

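No test in this part was chosen after its result was seen. Between 7 h and 22 h after LPS *Ifng*, the interferon gamma gene, fell in wild-type lungs by 3.27 log2 units (standard error 0.32, limma adjusted p = 1.22e-05), *Cxcl11* fell by 3.77 (standard error 0.15), *Ido1*, the gene of a tryptophan-degrading enzyme, fell by 2.42 (standard error 0.15), and *Ubd*, a ubiquitin-like modifier gene, fell by 2.57 (standard error 0.18). These genes also fell in *NOS2*-/- mice, by log2 changes of -2.16, -2.21, -1.40 and -1.67. *Cxcl10* went from 13.63 ± 0.05 to 11.18 ± 0.32 (SD, n = 3) in wild-type mice and from 13.60 ± 0.12 to 13.50 ± 0.02 (SD, n = 3) in *NOS2*-/- mice, and the changes differed by 2.35 (standard error 0.20, limma adjusted p = 3.97e-05). *Ccl17* and *Ccl22*, chemokine genes of macrophages and dendritic cells, also had a higher change in *NOS2*-/- mice, by 1.94 (standard error 0.17, limma adjusted p = 5.74e-05) and 1.65 (standard error 0.13, limma adjusted p = 1.64e-05). Of 38 inflammatory genes 17 had a higher change in *NOS2*-/- mice (22 adjusted over the list alone, camera adjusted p = 1.56e-15, and adjusted p = 0.0988 with an estimated correlation), and of 32 interferon-response genes 12 did (22 adjusted over the list alone, camera adjusted p = 6.30e-19, and adjusted p = 0.0988 with an estimated correlation). For this comparison of the changes chance is not excluded, since 5 of 100 splits gave as many called probe sets as the 687 of the real one (highest other 1831), and the number ran from 243 without wild-type LPS 7 h replicate 3 to 1628 without wild-type LPS 22 h replicate 2.

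Compared directly 22 h after LPS, 2180 probe sets were higher and 1540 lower in *NOS2*-/- lungs. *Vcam1*, an endothelial adhesion molecule gene, was higher by 1.93 log2 units (standard error 0.19, limma adjusted p = 1.44e-05), *Icam1* by 0.99 (standard error 0.07), *Cxcl1* by 1.81 (standard error 0.21), and *Adm*, the adrenomedullin gene, by 2.73 (standard error 0.22). *Camp* and *Mpo*, granule protein genes of neutrophils and their precursors, were higher by 2.07 (standard error 0.35) and 1.31 (standard error 0.15), while of 20 neutrophil genes 7 were higher and 3 lower (7 and 3 adjusted over the list alone) and the list did not pass (camera adjusted p = 0.262). *Neat1*, a nuclear non-coding RNA, had a log2 fold change of -2.29 (standard error 0.16, limma adjusted p = 1.13e-06) and *Kcnj8*, the potassium channel gene, one of -1.44 (standard error 0.13). For each of these genes all 3 mice of 1 genotype lay above all 3 of the other, which chance gives for 10% of genes at 3 against 3. Of 38 inflammatory genes 20 were higher and 2 lower (22 and 2 adjusted over the list alone, camera adjusted p = 2.28e-09, and adjusted p = 0.375 with an estimated correlation). In all 3720 probe sets differed, or 6020 without wild-type LPS 22 h replicate 2, where most were lower instead (2535 higher and 3485 lower), and 2323, 2434 and 2460 without *NOS2*-/- LPS 22 h replicates 1, 2 and 3. The splits are too few for a share under 0.05 (1 of 10 as large, highest other 4).

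The *Nos2* probe set did not separate the genotypes by a lower signal in *NOS2*-/- mice. In wild-type mice it rose by 0.83 at 7 h (standard error 0.15, limma adjusted p = 5.37e-04), and at 22 h its log2 fold change was 0.32 (limma adjusted p = 0.133). This became 0.16 without wild-type LPS 22 h replicate 1 (adjusted p = 0.440) and 0.47 without replicate 2, where it passed (adjusted p = 0.0134), the ends of its range over the alternatives. In *NOS2*-/- mice it rose by 0.85 at 22 h (limma adjusted p = 0.0113). At 7 h its log2 fold change in *NOS2*-/- mice was 0.65, which did not pass. The difference of the 22 h responses between the genotypes was 0.54 and did not pass the limma interaction test. A differing response of *Nos2* is therefore not shown. After LPS at 22 h the *Nos2* signal was 0.66 higher in *NOS2*-/- mice (limma adjusted p = 0.0123, and 0.0555 without *NOS2*-/- LPS 22 h replicate 2, in a range from 0.00386 to 0.0984 over the alternatives). Which part of the gene is deleted is not given in the sources used here, so the probe set checks neither the genotype nor the labels. *Nos3* had a log2 fold change of 1.08 in wild-type mice 22 h after LPS (standard error 0.15, limma adjusted p = 3.35e-05) and of 0.03 in *NOS2*-/- mice (limma adjusted p = 0.949), and was lower in *NOS2*-/- mice after LPS by a log2 fold change of -1.03 (standard error 0.16, limma adjusted p = 4.72e-04).

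For the wild-type response at 22 h, with 7427 called probe sets, chance is excluded: 1 of 35 splits, the real one, gave as many, and the highest other gave 3269. For the genotype difference averaged over saline and both LPS times, with 2390, chance is excluded as well (1 of 100, highest other 385). *Ncf1*, a subunit gene of the phagocyte oxidase, had an averaged difference of -0.81 (standard error 0.07, limma adjusted p = 3.45e-06). Compared directly after LPS, its difference was -1.29 at 7 h and -1.13 at 22 h, both larger in size than the average. The average for *Ncf1* is therefore made up almost wholly by the mice after LPS. It does not show a difference between saline mice, of which only 1 was *NOS2*-/-. Without wild-type LPS 22 h replicate 2 the count for the averaged difference was 6097. The change from 7 h to 22 h had 2451 called probe sets in wild-type and 1766 in *NOS2*-/- mice, and for both the splits are too few for a share under 0.05 (1 of 10 as large, highest other 0). Without wild-type LPS 7 h replicates 1, 2 and 3 the wild-type count was 1583, 1451 and 1557, and without wild-type LPS 22 h replicate 3 it was 4098. The *NOS2*-/- count was 4493 without wild-type LPS 22 h replicate 2, 887 without *NOS2*-/- LPS 7 h replicate 3, and 956, 925 and 921 without *NOS2*-/- LPS 22 h replicates 1, 2 and 3.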
